# WNT signaling contributes to the extrahepatic bile duct proliferative response to obstruction in mice

**DOI:** 10.1172/jci.insight.181857

**Published:** 2024-12-05

**Authors:** Ashley N. Calder, Mirabelle Q. Peter, John W. Tobias, Nureen H. Mohamad Zaki, Theresa M. Keeley, Timothy L. Frankel, Linda C. Samuelson, Nataliya Razumilava

**Keywords:** Hepatology, Cell cycle, Growth factors, Mouse models

## Abstract

Biliary obstruction and cholangiocyte hyperproliferation are important features of cholangiopathies affecting the large extrahepatic bile duct (EHBD). The mechanisms underlying obstruction-induced cholangiocyte proliferation in the EHBD remain poorly understood. Developmental pathways, including WNT signaling, are implicated in regulating injury responses in many tissues, including the liver. To investigate the contribution of WNT signaling to obstruction-induced cholangiocyte proliferation in the EHBD, we used complementary in vivo and in vitro models with pharmacologic interventions and transcriptomic analyses. To model obstruction, we used bile duct ligation (BDL) in mice. Human and mouse biliary organoids and mouse biliary explants were used to investigate the effects of WNT activation and inhibition in vitro. We observed an upregulation of WNT ligand expression associated with increased biliary proliferation following obstruction. Cholangiocytes were identified as both WNT ligand–expressing and WNT-responsive cells. Inhibition of WNT signaling decreased cholangiocyte proliferation in vivo and in vitro, while activation increased proliferation. WNT effects on cholangiocyte proliferation were β-catenin dependent, and we showed a direct effect of WNT7B on cholangiocyte growth. Our studies suggested that cholangiocyte-derived WNT ligands can activate WNT signaling to induce proliferation after obstructive injury. These findings implicate the WNT pathway in injury-induced cholangiocyte proliferation within the EHBD.

## Abstract 2

This study demonstrates that WNT signaling plays an important role in modulating the extrahepatic bile duct proliferative response to acute bile duct obstruction in mice.

## Introduction

Cholangiopathies are pathological processes that target the epithelium of the biliary tree (1). Due to a lack of effective interventions, cholestatic liver diseases, including cholangiopathies, account for 8% of liver transplants in the United States (2). They also substantially increase the risk of cholangiocarcinoma (CCA) development, a rare but highly aggressive form of cancer, that accounts for 2% of cancer-related death world-wide (3–5). Within the biliary tree, cholangiopathies show regional specificity, differing in incidence rates and outcomes between the intrahepatic bile duct (IHBD) and extrahepatic bile ducts (EHBD) (6–8). Thus, small-duct primary sclerosing cholangitis (PSC) has a slow rate of progression to fibrosis and cirrhosis and low risk of CCA. However, patients with large-duct PSC, including EHBD PSC, progress to cirrhosis quicker, requiring liver transplant or resulting in death within 9–20 years after diagnosis and developing biliary cancer in 10% of cases (9). These variances likely emerge from fundamental differences in developmental origin, cell composition, and anatomical location of IHBDs and the EHBD (10). This highlights the need to study these tissues independently. Previous research has primarily focused on the liver and IHBDs. Therefore, in this study, we focused on understanding the mechanisms regulating EHBD biology and the injury response.

Bile duct obstruction and cholangiocyte hyperproliferation are key features of biliary diseases (11–14). EHBD obstruction is observed in a diverse collection of biliary conditions including PSC, choledochal cyst, choledocholithiasis, and parasitic infections (8, 13). We previously showed that EHBD cholangiocytes, which are quiescent at homeostasis, rapidly respond to obstruction by proliferating to increase biliary mass (15). This proliferative response could serve as an initiating event for cholangiopathy progression and pathological processes when uncontrolled. Thus, understanding mechanisms and effects of this proliferative response to obstruction is relevant to promoting EHBD health and providing insight for new therapeutic approaches to mitigate cholangiopathy progression.

WNT signaling is a key regulator of epithelial cell proliferation and a modulator of stemness and differentiation within tissues of the gastrointestinal tract (16). It is composed of a complex network of 19 WNT ligands, 10 receptors, and several coreceptors that can activate downstream pathways via canonical (mediated by the transcription factor β-catenin) and noncanonical (β-catenin–independent) signaling. Canonical WNT signaling is commonly associated with cell proliferation and stem cell regulation (17, 18), while noncanonical WNT signaling has been implicated in cell polarity and migration (19). Furthermore, WNT signaling has been shown to have broad biological effects that are tissue and context specific. In the liver, WNT signaling is important for hepatic zonation and liver regeneration following injury (20–23). During development, WNT signaling is necessary for IHBD formation and drives progenitor cells toward a biliary cell fate (24). It has also been shown to participate in the regulation of cellular proliferation, transdifferentiation, and fibrosis in diseases affecting IHBDs (25–27). Both canonical and noncanonical WNT signaling are implicated in cholangiocyte proliferation within the IHBDs, while noncanonical WNT signaling has been shown to drive liver fibrosis progression (25, 27, 28). In contrast to the liver and IHBDs, the WNT signaling landscape in the EHBD are not well understood (29, 30). The limited studies thus far have shown that genetic overexpression of β-catenin in EHBD cholangiocytes induces biliary proliferation (30) and that canonical WNT signaling drives mesenchymal cell identity (31). However, whether WNT initiates cholangiocyte proliferation by directly targeting cholangiocytes and the cellular source of WNT ligands following EHBD obstruction are unknown.

In this study, we used in vivo mouse models, transcriptomics, morphometrics, and in vitro biliary models to define the WNT signaling landscape in the EHBD at homeostasis and in response to acute obstruction using a bile duct ligation (BDL) injury model. We demonstrated that the predominant WNT ligand (*Wnt7b*) and WNT target genes (*Birc5*, *Ccnd1*, *Myc*, and *Cd44*) (32–34) are present at homeostasis and are upregulated in cholangiocytes after acute EHBD injury. Inhibition of WNT ligand secretion reduced cholangiocyte proliferation in response to BDL. We further determined that cholangiocytes express WNT ligands based on our in vitro studies and transcriptomics analysis. Accordingly, in our in vitro biliary models, we observed opposing effects of WNT signaling activation and inhibition to enhance and reduce biliary proliferation, respectively. Lastly, we observed that cholangiocytes expressing WNT ligands can regulate their own proliferation via canonical (β-catenin–mediated) WNT signaling, and treatment with WNT7B increased organoid growth in vitro. These experiments provide a fundamental understanding of the WNT signaling landscape in the EHBD and establish cholangiocyte-initiated WNT signaling as an important regulator of biliary proliferation in the EHBD injury response.

## Results

### Acute obstructive bile duct injury is associated with an upregulation of cell cycle genes and epithelial cell proliferation in the EHBD.

Cholangiocyte hyperproliferation is a key feature throughout the spectrum of biliary diseases, from acute obstruction to carcinogenesis (5, 15, 35). We have previously shown that acute obstruction induced by BDL activates cholangiocyte proliferation in the EHBD that surges at 24 hours and largely subsides by 48 hours, which involves a complex cellular crosstalk under the control of Hedgehog (HH) signaling through the recruitment of immune cells (15). However, the other mechanisms underlying this proliferative transformation are incompletely understood. To define the molecular response to BDL, we conducted histological and transcriptional analysis of the bile duct at 24 (Figure 1A) and 48 hours to gain insight into the dynamic changes.

We verified a rapid cholangiocyte proliferative response by staining for the proliferation marker Ki67 at 24 hours after BDL (Figure 1, B and C) (15). Transcriptomic analysis of cell senescence gene *Cdkn1a* (encodes the P21 protein) showed an upregulation 24 hours after BDL (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181857DS1) while immunofluorescence staining localized P21 primarily to the stromal cell compartment (Supplemental Figure 1B). 

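Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm39 from 29309936 to 29319701) was measured by bulk RNA-Seq in the EHBDs of 4 sham mice and 5 mice with BDL, 24 hours after surgery. Its normalized count, the count divided by DESeq2's size factor, was 1422 ± 829 (SD, n = 4) in sham EHBDs and 2318 ± 1010.1 (SD, n = 5) after BDL, and libraries of the groups overlapped. The log2 fold change of 0.97 (standard error 0.41, adjusted p = 0.0853) from edgeR's quasi-likelihood test did not pass 0.05. Of 6 cyclin-dependent kinase inhibitors tested, Cdkn2d rose with a log2 fold change of 1.44 (standard error 0.35, adjusted p = 0.00899), Cdkn1c fell with a log2 fold change of -2.22 (standard error 0.23, adjusted p = 0.000101), and Cdkn1b had a log2 fold change of -0.75 (standard error 0.24, adjusted p = 0.0331). The other 3 did not pass. Over all 6, 1 was higher and 2 were lower when adjusted over the list alone too (adjusted p = 0.928 from camera, and 0.972 with an estimated correlation). Of 16 p53 target genes, Cdkn1a among them, 5 rose, 2 fell and 9 did not pass the test (5 higher and 2 lower when adjusted over the list alone; adjusted p = 0.602 from camera, and 0.903 with an estimated correlation). Bax, which promotes apoptosis (1.23), Tnfrsf10b, a death receptor (1.59), and the nuclease gene Aen (1.43) rose, and Trp53inp1 (-2.21) and the death receptor gene Fas (-0.96) fell, with log2 fold changes in parentheses. Cdkn1a passed with DESeq2 (adjusted p = 0.0436) and with no filter on low counts (0.0257). Its adjusted p ranged from 0.0184 to 0.762 over the alternatives, the stricter test against a fold of 2 included. With 1 library left out, edgeR no longer called Cdkn1b without sham replicate 1 (0.0830), 2 (0.0556), 5 (0.0911), 7 (0.0582), BDL replicate 3 (0.0657), 6 (0.0536) or 10 (0.0727) and Fas without sham replicate 1 (0.0715), 2 (0.0622), 5 (0.109), BDL replicate 3 (0.0610) or 10 (0.0762), with adjusted p in parentheses. It called Cdkn1a without BDL replicate 10 (0.0184). Under other settings the call ended for Cdkn1b with no filter on low counts (0.0594), with adjusted p in parentheses.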

We also observed little to no apoptosis in sham or BDL samples as assessed by Cleaved Caspase-3 immunofluorescence staining at 24 hours after surgery (Supplemental Figure 1C).

To assess the transcriptional changes to the EHBD in acute injury, we performed bulk RNA-Seq analysis of the EHBDs at 24 hours after surgery (Figure 1, D–G). 

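Whole EHBDs were collected 24 hours after sham surgery from 4 mice and after distal BDL from 5 mice, and each library came from 1 mouse. The sham group held 2 males and 2 females, and the BDL group held 2 males and 3 females. Libraries were made with the SMART-Seq mRNA kit and sequenced as 151 bp paired-end reads. The authors counted trimmed reads with Salmon against the Gencode transcriptome on GRCm39 and summarized them to genes with tximeta. The deposited values are gene-level estimated counts in whole numbers for 55822 Ensembl gene IDs, without normalization or a filter, and 27728 of these genes were at 0 in every library. Totals ran from 23067967 to 29991945 counts per library, and group means differed by less than chance allows to tell (exact permutation test, two-sided, p = 0.921). DESeq2's size factors did not overlap, with 0.434 to 1.17 in sham and 1.22 to 1.63 in BDL libraries (exact permutation test, two-sided, p = 0.00794). At like totals, a typical gene thus had fewer counts in sham libraries. Gene positions are from the Gencode vM39 annotation of the same assembly, a later release than the one used for counting, which holds 55261 of the IDs. The 21299 genes with at least 10 counts summed over the 9 libraries were tested for BDL against sham with edgeR's quasi-likelihood F test, with TMM normalization and sex as a term, and p values were adjusted by Benjamini-Hochberg. Levels are given as normalized counts, which are counts divided by DESeq2's size factors, with mean and SD per group. Members of 42 gene lists fixed before the data were examined were counted at an adjusted p under 0.05 with no fold threshold, and the lists were tested with limma's camera at an inter-gene correlation of 0.01. Exact permutation tests over all ways to label 4 and 5 libraries have a smallest p of 0.00794.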

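Principal components were computed from log2(normalized count + 1) of the 21299 tested genes. The first component held 53.5% of the variance and the second 9.74%. On the first, the 4 sham libraries scored from -132 to -106 and the 5 BDL libraries from 63.3 to 135, with no overlap (exact permutation test, two-sided, p = 0.00794, the smallest that the labelings allow). The second did not separate the surgeries (exact permutation test, p = 0.579). Scores on it differed between mice whose names in the deposited sheet have 1 digit and those with 4 digits (exact permutation test, p = 0.0397, not adjusted for the factors compared). Mice with 1 digit are all female, and those with 4 digits are male but for BDL replicate 8, so the name form nearly repeats sex. On this component, sham replicate 7 scored -97.2 and BDL replicate 4 scored -74.2, while the other 7 libraries lay between 9.47 and 34.7. Genes of pancreatic acinar cells, which make digestive enzymes, took 16.9% to 40.3% of the counts of sham libraries and 0.0104% to 2.76% of those of BDL libraries, so that the acinar share differed between the same groups as the first component (exact permutation test, p = 0.00794).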

Principal component analysis (PCA) demonstrated clustering of sham and BDL samples, indicating that surgical treatment was the highest contributor to differences among the samples (Figure 1D). We did not observe any apparent sex differences in either sham or BDL groups based on PCA. 

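Scores of males and females did not differ beyond chance within the surgery groups on the first component (exact permutation test of 60 labelings, two-sided, p = 0.4) or on the second (p = 0.35). In the fit of all libraries, 4 genes differed between the sexes at an adjusted p under 0.05, and each lies on the Y chromosome, Ddx3y among them. The difference between the sexes in the response to BDL was tested as an interaction. edgeR called 0 of 21299 genes at an adjusted p under 0.05 and 544 at an unadjusted p under 0.05, which is 2.55% of them. DESeq2 called 5 of 21191, and 547 at an unadjusted p under 0.05. With 2 or 3 mice per sex and surgery, a difference in response that this test misses is not excluded.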

BDL induced a robust change in the EHBD transcriptional profile with over 4,500 differentially expressed genes (DEGs) with a fold change > 2 (Figure 1E).

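At an adjusted p under 0.05 from edgeR, 8810 of 21299 genes differed between BDL and sham EHBDs, 4565 higher and 4245 lower. Of these, 5182 had a fold change above 2, 2260 higher and 2922 lower. In 38.2% of tested genes the libraries of the groups did not overlap, against 1.59% by chance. Among genes with at least 100 normalized counts in the higher group, the 10 largest increases included the mitotic kinases Pbk (log2 fold change 8.59), Ttk (7.92) and Melk (7.96), the phosphatase Cdc25c (8.16), the replication initiation factor Ticrr (7.82), Parpbp (9.44), Depdc1b (8.06) and Aunip (7.99). The histone gene H2ac23 and the serine protease gene Prss22 had 0 counts in every sham library, so against a floor of 3 counts over the sham group H2ac23 was at least 476-fold and Prss22 at least 166-fold higher (285-fold and 99.7-fold without sham replicate 1). The other 8 had sham means of 0.328 to 9.60 normalized counts, so the size of their folds rests on few counts. Without sham replicate 1, log2 fold changes were Pbk 7.97, Ttk 7.25, Cdc25c 10.90, Ticrr 7.11, Depdc1b 10.51 and Aunip 9.26. Without sham replicate 5, log2 fold changes were Ttk 12.64 and Parpbp 11.54. Without BDL replicate 8, the log2 fold change of Cdc25c was 7.51. Without sham replicate 2, the log2 fold change of Ticrr was 8.89.
The 10 largest decreases included the digestive enzyme genes Amy2a4 (log2 fold change -6.94), Pnlip (-6.93) and Clps (-6.99), together with Serpini2 (-7.01), Aqp12 (-7.04), Slc39a5 (-7.28), Tmed11 (-7.86) and Chodl (-6.97). Their folds depend on which library is included. Without sham replicate 7, the log2 fold change of Amy2a4 was -6.22. Without BDL replicate 3, log2 fold changes were Amy2a4 -8.12, Pnlip -8.17, Clps -8.28, Serpini2 -8.12, Aqp12 -7.98 and Slc39a5 -8.16. Without BDL replicate 8, log2 fold changes were Amy2a4 -9.92, Pnlip -9.41, Clps -9.42, Serpini2 -8.61, Tmed11 -9.04 and Chodl -7.59. Without BDL replicate 10, the log2 fold change of Chodl was -7.74. Cdcp3 and the small nucleolar RNA gene Snord3b1 (ENSMUSG00002076650) had 0 counts in every BDL library, and were at least 257-fold and 332-fold lower against 3 counts over the BDL group, with 208-fold for Snord3b1 without sham replicate 7. All 20 pancreatic acinar markers fell (20 when adjusted over the list alone; adjusted p = 2.88e-07 from camera, and 0.522 with an estimated correlation), with a median log2 fold change of -6.68, and those of smallest p were the protease genes Ctrc (-6.75) and Cela1 (-6.14) beside Clps and Pnlip. Their median share was 34.3% of the counts of a sham library and 0.216% of those of a BDL library. Whether these genes fell in the duct wall or less pancreas was collected after BDL was not tested. Of 21 pancreatic and enteroendocrine markers, 17 fell, among them Sst (-4.47), Ppy (-4.07), Chga (-4.101) and Pcsk2 (-3.98), and none rose (0 higher and 17 lower when adjusted over the list alone; adjusted p = 9.35e-06 from camera, and 0.522 with an estimated correlation). The 10 most abundant genes took 22.8% to 58.3% of sham counts and 4.06% to 5.62% of BDL counts. With the acinar level as a further term, an alternative chosen after seeing the data, 1272 genes passed with a fold change above 2, and with only sham replicates 1 and 5, which had the lowest acinar shares of the sham libraries, 4143 passed. After leaving out 1 library, edgeR no longer called Amy2a4 without sham replicate 7 (0.0668), with adjusted p in parentheses. Leaving out 1 library moved the fold by over 1.5 times for Ctrc (-6.15 without sham replicate 7, -7.73 without BDL replicate 3, -7.68 without 8), Cela1 (-5.44 without sham replicate 7, -7.18 without BDL replicate 3, -7.47 without 8), Chga (-3.51 without sham replicate 2, -4.69 without BDL replicate 3) and Pcsk2 (-3.32 without sham replicate 2, -4.63 without BDL replicate 3), in log2 fold changes.

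**Figure D1:**
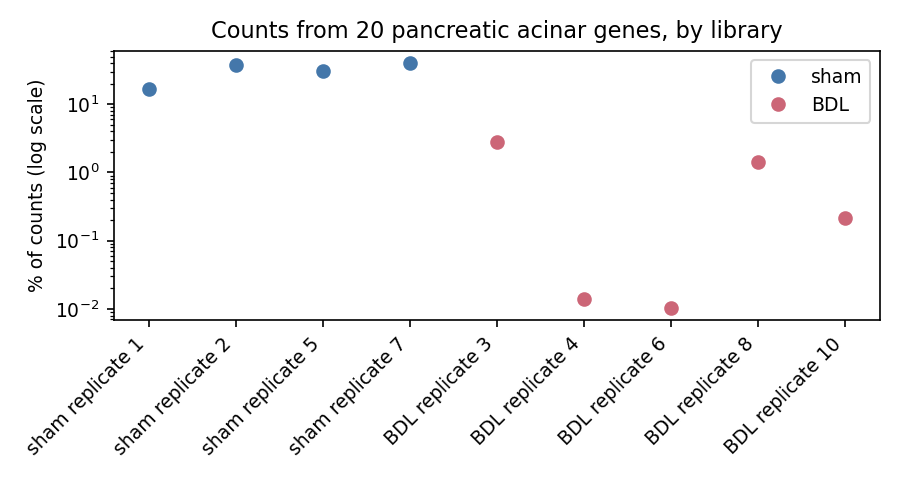
Percent of the counts of each library that came from 20 pancreatic acinar genes, on a log axis, with 1 point per library. The 4 sham libraries lie between 16.9% and 40.3%, above all 5 BDL libraries.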

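Of 13 cyclins and cyclin-dependent kinases, 12 rose 24 hours after BDL and none fell (12 higher when adjusted over the list alone; adjusted p = 2.70e-07 from camera, and 0.235 with an estimated correlation). Part of this list was named in the paper from these libraries, so its direction is not independent evidence. Ccna2, a cyclin of S phase and mitosis, rose from 37.8 ± 22.2 (SD, n = 4) to 4127 ± 2144 normalized counts (SD, n = 5), a log2 fold change of 6.98 (standard error 0.61, adjusted p = 4.09e-05), and Ccnb1 had a log2 fold change of 6.60 (standard error 0.91, adjusted p = 0.000430). Ccne1, the cyclin that drives entry into S phase, had a log2 fold change of 6.61 (standard error 0.42, adjusted p = 9.87e-06), and its paralog Ccne2 a log2 fold change of 4.17. Cdk1, the kinase that pairs with the mitotic cyclins, rose from 55.7 ± 22.4 (SD, n = 4) to 3275 ± 1224 (SD, n = 5), with a log2 fold change of 5.97 (standard error 0.42, adjusted p = 1.55e-05). The kinases of G1 rose less, with log2 fold changes of 2.28 for Cdk2 and 1.39 for Cdk4. Ccnf, a cyclin that directs protein degradation, had a log2 fold change of 5.93 (standard error 0.37, adjusted p = 8.84e-06). Every BDL library lay above every sham library for Ccna2, Ccnb1, Ccne1, Ccne2, Cdk1, Cdk2 and Cdk4. The fold moved by over 1.5 times, with 1 library left out, for Ccnb1 (5.83 without BDL replicate 8), in log2 fold changes.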

Cyclins and their associated kinases necessary for the control of cell cycle progression were among the most highly upregulated genes following 24-hour BDL. Furthermore, other cell cycle–related genes, including *Mki67*, *Pcna*, *Top2a*, and *Aurka*, were highly expressed after BDL (Figure 1F). 

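Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm39 from 135291513 to 135318299) encodes the proliferation marker Ki67. Its normalized count was 20.5 ± 15.3 (SD, n = 4) in sham and 2084 ± 1197 (SD, n = 5) in BDL EHBDs, a log2 fold change of 6.94 (standard error 0.76, adjusted p = 0.000122) from edgeR's quasi-likelihood test. Pcna, the sliding clamp of DNA polymerases, rose from 955 ± 134 (SD, n = 4) to 6789 ± 1691 (SD, n = 5), with a log2 fold change of 2.89 (standard error 0.23, adjusted p = 2.56e-05). Top2a, a topoisomerase of mitotic chromosomes, rose from 79.5 ± 54.6 to 5429 ± 2769, with a log2 fold change of 6.23 (standard error 0.72, adjusted p = 0.000170). Aurka, a kinase of the mitotic spindle, rose from 35.5 ± 7.01 to 1363 ± 912, with a log2 fold change of 5.37 (standard error 0.63, adjusted p = 0.000188). For each of the 4 genes every BDL library lay above every sham library. By over 1.5 times, leaving out 1 library moved the fold of Aurka (4.77 without BDL replicate 8), in log2 fold changes. Of 32 genes of mitosis and chromosome segregation, 31 rose including Mad2l1 (3.98), Ect2 (4.79) and Bub1b (5.26), and Pttg1, which encodes securin, fell (-1.03). Adjusted over the list alone the counts were also 31 and 1, and the list gave adjusted p = 2.30e-15 from camera, and 0.522 with an estimated correlation. All 36 genes of DNA replication and nucleotide synthesis rose, adjusted over all genes and adjusted over the list alone, with the smallest p in Rrm1 (3.39), Tyms (3.02), Rfc5 (2.79) and Lig1 (3.54). That list gave adjusted p = 8.14e-22 from camera, and 0.522 with an estimated correlation. Mki67 rose 39.6-fold in the 4 mice whose names in the deposited sheet have 1 digit (2 sham, 2 BDL) and 153-fold in the 5 whose names have 4 digits (2 sham, 3 BDL). The former are all female and the latter male but for BDL replicate 8, so the name form nearly repeats sex.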

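Of 11 genes of cholangiocyte function, 4 fell, 4 rose and 3 did not pass the test (5 higher and 4 lower when adjusted over the list alone; adjusted p = 0.989 from camera, and 0.989 with an estimated correlation). Part of this list was named in the paper from these libraries, so its direction is not independent evidence. Aqp1 (ENSMUSG00000004655, chromosome 6 of GRCm39 from 55313068 to 55325540), a water channel, fell from 9825 ± 922 normalized counts (SD, n = 4) in sham to 2571 ± 602 (SD, n = 5) in BDL EHBDs, a log2 fold change of -1.95 (standard error 0.17, adjusted p = 3.79e-05) from edgeR. Sstr2, a somatostatin receptor, fell from 182 ± 36.9 to 30.2 ± 7.42, with a log2 fold change of -2.55 (standard error 0.27, adjusted p = 0.000114). Sctr, the secretin receptor, fell from 46.2 ± 21.3 to 12.6 ± 10.2, with a log2 fold change of -1.84 (standard error 0.46, adjusted p = 0.00979). Ggt1, a gamma-glutamyltransferase, fell from 2749 ± 1715 to 311 ± 43.6, with a log2 fold change of -3.09 (standard error 0.399, adjusted p = 0.000309). Among the sham libraries, Ggt1 was at 1012, 1642, 3649 and 4691 normalized counts where pancreatic acinar genes took 16.9%, 30.9%, 37.6% and 40.3% of the counts. Other cholangiocyte genes rose: the chloride channel Cftr from 181 ± 49.0 to 789 ± 246, with a log2 fold change of 2.201 (standard error 0.23, adjusted p = 9.28e-05), and the bile acid receptor Gpbar1 from 33.8 ± 21.0 to 85.2 ± 38.7, with a log2 fold change of 1.57 (standard error 0.41, adjusted p = 0.0130). Of 13 biliary epithelial markers, 8 rose, including the keratins Krt7 (2.96), Krt8 (1.92) and Krt19 (1.81) and the tight junction gene Cldn4 (1.47), and 1 fell (8 higher and 2 lower when adjusted over the list alone; adjusted p = 0.0149 from camera, and 0.586 with an estimated correlation). The one that fell was Sox9, a transcription factor of biliary cells, with a log2 fold change of -0.50 (standard error 0.14, adjusted p = 0.0198). Gpbar1 no longer passed without the sex term (adjusted p = 0.0529; 0.00145 to 0.177 over the alternatives, the stricter test against a fold of 2 included). In fits of 8 libraries, edgeR no longer called Sox9 without sham replicate 1 (0.0613), 7 (0.0681) or BDL replicate 3 (0.0522), with adjusted p in parentheses.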

In accordance with increased cellular proliferation, we observed a downregulation of functional cholangiocyte markers *Aqp1*, *Sstr2*, *Ggt1*, and *Sctr* (Figure 1E). To determine cellular processes and pathways enriched following 24-hour BDL, we performed an ontology enrichment analysis of the top 500 upregulated genes using Metascape (a gene annotation and analysis resource) (36). This gene ontology analysis demonstrated enrichment in terms related to cell cycle, immune cell regulation, and inflammatory responses (Figure 1G), with a complete list of enriched processes for both up- and downregulated genes included in Supplemental Table 1.

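The 500 genes of highest log2 fold change at an adjusted p under 0.05 were each at least 10.3-fold higher after BDL in edgeR's fit. Against all 21299 tested genes, 7 of the 42 lists were represented among them more than chance allows (Fisher's exact test, one-sided, Benjamini-Hochberg over the lists). The largest share was of genes of mitosis and chromosome segregation, with 30 of 32 (Fisher's exact adjusted p = 1.10e-45). Genes of DNA replication and nucleotide synthesis gave 17 of 36 (1.22e-17), and cyclins and cyclin-dependent kinases 7 of 13 (6.01e-08). Neutrophil markers gave 14 of 18 (7.61e-19), chemokines 7 of 16 (3.01e-07), inflammatory cytokines 6 of 14 (2.91e-06) and EGF family ligands 2 of 6 (0.0465). Over all tested genes, 15 of 18 neutrophil markers rose and none fell (16 higher when adjusted over the list alone; adjusted p = 5.03e-06 from camera, and 0.522 with an estimated correlation). They include the calprotectin subunit S100a8 (5.65), Retnlg (5.66), Clec4e (5.07) and the neutrophil collagenase Mmp8 (6.96). Of 16 chemokines, 7 rose, 2 fell and 7 did not pass (7 higher and 2 lower when adjusted over the list alone; adjusted p = 0.0811 from camera, and 0.615 with an estimated correlation). The monocyte attractants Ccl2 (4.53) and Ccl7 (4.69) and the neutrophil attractants Cxcl1 (3.52) and Cxcl3 (6.42) rose, and Ccl5 (-1.33) and Cxcl12 (-1.11) fell. With 1 library left out, edgeR no longer called Ccl5 without sham replicate 5 (0.0875) and Cxcl12 without sham replicate 1 (0.0728), 2 (0.0875), 5 (0.157), 7 (0.0673), BDL replicate 3 (0.101), 6 (0.0921) or 10 (0.0523), with adjusted p in parentheses. For lists, camera no longer called EGF family ligands without sham replicate 1 (0.0554), 5 (0.0637) or BDL replicate 4 (0.0539) (adjusted p). It called chemokines without sham replicate 1 (0.0275) or BDL replicate 4 (0.0370). Leaving out 1 library moved the fold by over 1.5 times for S100a8 (6.42 without sham replicate 1, 5.00 without BDL replicate 6), Retnlg (4.81 without BDL replicate 6), Mmp8 (7.72 without sham replicate 1, 6.34 without BDL replicate 3), Cxcl1 (4.52 without sham replicate 1) and Cxcl3 (5.62 without BDL replicate 3, 5.501 without 6), in log2 fold changes. In other fits the call ended for Cxcl12 without the sex term (0.0553), with adjusted p in parentheses. With the 500 genes ranked by p instead, 4 lists were represented: cyclins and cyclin-dependent kinases, mitosis and chromosome segregation, DNA replication and nucleotide synthesis, cholesterol synthesis.

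**Figure D2:**
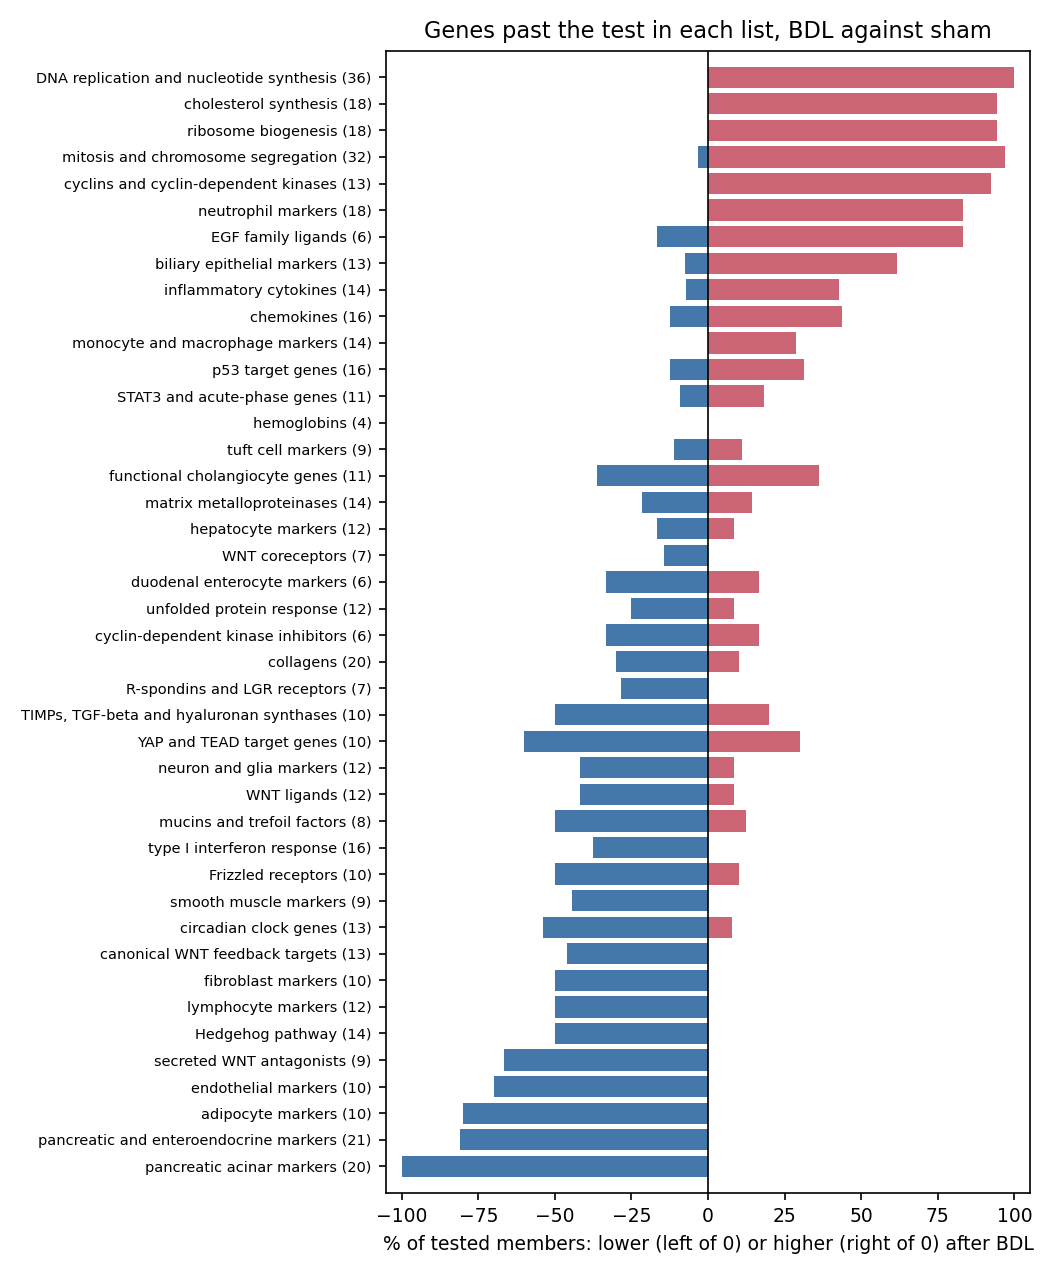
Percent of the tested members of each gene list that were higher (right of 0) or lower (left of 0) after BDL at an adjusted p under 0.05 from edgeR, with the number of tested members in parentheses. Lists of the cell cycle reach up to 100% to the right, and pancreatic acinar markers 100% to the left.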

To examine later EHBD changes after obstructive injury, we extended the duration of the sham and BDL surgeries. We had to limit the duration of the experiment to 48 hours as the mice did not tolerate distal BDL beyond 72 hours, with unacceptably high mortality rates likely due to gallbladder rupture (Supplemental Figure 2). Therefore, we conducted bulk RNA-Seq analysis on EHBDs from sham/BDL mice at 48 hours. Similar to our 24-hour dataset, we observed clustering of sham and BDL groups in a PCA plot from our bulk RNA-Seq dataset at 48 hours and observed no obvious sex differences (Supplemental Figure 3).

Proliferation markers *Mki67*, *Pcna*, *Top2a*, and *Aurka* remained elevated 48 hours after BDL (Supplemental Figure 4A). This supports our previous findings that, while cholangiocyte proliferation peaks at 24 hours and largely subsides at 48 hours, a delayed stromal proliferative response occurs at 48 hours and is likely responsible for the still-elevated expression of proliferation markers at this time point (15).

As cholangiopathies are often associated with a proinflammatory and profibrotic phenotype, we analyzed both the 24- and 48-hour postsurgery transcriptomic datasets for genes encoding inflammatory cytokines and extracellular matrix–related (ECM-related) proteins. 

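Of 14 inflammatory cytokine genes measured 24 hours after BDL, 6 rose, 1 fell and 7 did not pass the test (7 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0149 from camera, and 0.522 with an estimated correlation). Part of this list was named in the paper from these libraries, so its direction is not independent evidence. Il1b (ENSMUSG00000027398, chromosome 2 of GRCm39 from 129206490 to 129213059) rose from 38.5 ± 23.8 normalized counts (SD, n = 4) in sham to 1385 ± 1273 (SD, n = 5) in BDL EHBDs, a log2 fold change of 5.15 (standard error 1.02, adjusted p = 0.00311). Il6 rose from 3.35 ± 2.88 to 169.7 ± 82.3, with a log2 fold change of 5.74 (standard error 0.68, adjusted p = 0.000185). Il1a, Il11 and Csf3, which drives neutrophil production, also rose, with log2 fold changes of 4.29, 4.59 and 4.96. Il17d fell with a log2 fold change of -1.64 (standard error 0.32, adjusted p = 0.00288). Tnf, the gene of TNF-α, was at 24.6 ± 31.1 in sham and 49.5 ± 33.1 in BDL EHBDs, a log2 fold change of 1.47 (standard error 1.02, adjusted p = 0.279) that did not pass the test. Il18 had a log2 fold change of -0.18 (adjusted p = 0.562). Every BDL library lay above every sham library for Il1a, Il1b, Il6, Il11 and Csf3. In sham libraries Il6, Il1a, Il11 and Csf3 had means below 4 normalized counts, so the size of their folds rests on few counts. The fold moved by over 1.5 times, with 1 library left out, for Il1b (5.78 without sham replicate 1, 4.50 without BDL replicate 6), Il11 (6.49 without sham replicate 5), Csf3 (8.49 without sham replicate 1, 5.59 without BDL replicate 10) and Tnf (2.56 without sham replicate 1, 0.75 without 5), in log2 fold changes.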

We observed an increase in several inflammatory cytokines, including IL-1β (*Il1b*), IL-6 (*Il6)*, and TNF-α (*Tnfa*) after BDL (Supplemental Figure 4B). Furthermore, many genes of ECM-related proteins, including collagens, matrix metalloproteinases (MMPs), tissue inhibitors of metalloproteinases (TIMPs), hyaluronic acid (HAS), and TGF-β genes, were dysregulated at 48 hours after injury (Supplemental Figure 5). This suggested potential remodeling of the ECM in response to bile duct obstruction.

Lastly, to determine the effect of BDL on serum markers of cholestasis and obstruction, we conducted liver function tests. We observed a significant increase in alkaline phosphatase (ALP), a classic marker of cholestasis at 48 hours after BDL, and total bilirubin (TBILI), a marker of obstruction, at 24 and 48 hours after BDL. Additionally, we saw increases in aspartate aminotransferase (AST) and alanine transaminase (ALT), markers of hepatocyte injury (Supplemental Figure 6) at 48 hours after BDL, indicating effective obstruction and liver injury at the later time point.

These data verify a robust proliferative response in cholangiocytes, accompanied by transcriptional remodeling in the EHBD to drive proliferation. Accordingly, we focused on the mechanisms driving this acute cholangiocyte proliferative response to obstruction in the EHBD 24 hours after BDL.

### WNT signaling is upregulated in the EHBD following BDL.

Activation of developmental pathways after injury is known to contribute to cell proliferation. WNT signaling plays a vital role in the regulation of epithelial cell biology in the gastrointestinal tract and liver at homeostasis and is upregulated in proproliferative models of cholestasis and CCA within the IHBDs (16, 20, 25, 26, 28, 37). We focused further analysis on our 24-hour time point, as this is when we observed peak cholangiocyte proliferation previously. We first assessed the expression of the known 19 WNT ligands at homeostasis (sham mice) and showed that *Wnt4*, *Wnt5a*, *Wnt7a*, and *Wnt7b* are the most abundant ligands in the EHBD, with *Wnt7b* being the most prevalent (Supplemental Figure 7A). 

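Among the 19 WNT ligands in sham EHBDs, Wnt7b (ENSMUSG00000022382) had 1958 ± 476 normalized counts (SD, n = 4), which is 42.8% ± 7.90 (SD) of the ligand counts of a library, and ranked at 1 in each of the 4 libraries. Wnt4 followed with 1017 ± 238 and Wnt5a with 666 ± 292, and these ranked at 2 or 3 in each library. Wnt7a, with 347 ± 174, ranked between 4 and 7 in single libraries. Wnt9a had 152 ± 39.0, Wnt5b 121 ± 42.0 and Wnt11 104.8 ± 66.4. Wnt6, Wnt2b, Wnt10a and Wnt2 had means from 26.7 to 49.6. Wnt3a, Wnt3, Wnt9b and Wnt16 had means below 3, and Wnt1, Wnt8a, Wnt8b and Wnt10b had 0 counts in the 4 sham libraries. These are counts per gene, not divided by transcript length. Divided by the length of the longest annotated transcript, Wnt7b stayed first with 48.7% and Wnt7a came before Wnt5a.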

We further observed baseline expression of several WNT receptors, *Frizzled* (*Fzd*), with *Fzd1* and *Fzd4* being the predominant receptors at homeostasis (Supplemental Figure 7B). 

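In sham EHBDs, Fzd4 had 1528 ± 572 normalized counts (SD, n = 4) and Fzd1 1119.6 ± 216, which are 32.0% and 24.2% of the counts of the 10 Frizzled genes. Each of these ranked at 1 or 2 in every sham library. Fzd6 ranked at 3 in every library with 653 ± 127. Fzd3 had 404 ± 109.9, Fzd7 379 ± 130.2 and Fzd8 261 ± 27.8. Fzd2, Fzd5, Fzd9 and Fzd10 had lower means, from 9.36 for Fzd10 to 164 for Fzd2. The lead of Fzd4 over Fzd1 is smaller than the SD of Fzd4, and divided by transcript length Fzd1 came first and Fzd4 held 24.9% of the counts.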

R-spondin ligands (RSPO) bind to their receptors, leucine-rich repeat-containing G protein–coupled receptor (LGR), to function as enhancers of WNT signaling by stabilization of the FZD receptor. 

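Among the 4 R-spondins and 3 LGR receptors in sham EHBDs, Lgr4 had 1094 ± 159 normalized counts (SD, n = 4), Rspo1 433 ± 170.5 and Rspo3 244 ± 77.7, and these ranked at 1, 2 and 3 in each of the 4 libraries. They held 59.8%, 23.1% and 13.0% of the counts of these 7 genes. Lgr5, a receptor that marks intestinal stem cells, had 45.2 ± 24.6 and Lgr6 23.2 ± 9.49. Rspo2 had 4.47 ± 3.84 and Rspo4 4.33 ± 4.95. The order of the first 3 was kept after division by transcript length, with 44.7% for Lgr4.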

We observed the expression of ligands *Rspo1*, *Rspo3*, and *Lgr4* receptor primarily at homeostasis (Supplemental Figure 7C).

Furthermore, we examined changes in expression levels of WNT signaling components after injury (24 hours after BDL) in our RNA-Seq dataset. Most notably, there was an increase in *Wnt7b* abundance, suggesting that WNT signaling and specifically *Wnt7b* may contribute to the observed proliferative response (Figure 2A). 

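Wnt7b (chromosome 15 of GRCm39 from 85419638 to 85466674) rose from 1958 ± 476 normalized counts (SD, n = 4) in sham to 3358 ± 1086 (SD, n = 5) in BDL EHBDs. This is a difference of 1401 (exact permutation test, two-sided, p = 0.0238, 0.0476 adjusted over the 12 ligands tested) and a log2 fold change of 0.79 (standard error 0.26, adjusted p = 0.0333) from edgeR. Every BDL library lay above every sham library. Wnt4 was 746 counts higher in the mean, with a log2 fold change of 0.83 (standard error 0.34, adjusted p = 0.0746), and Wnt7a 109 higher, with a log2 fold change of 0.50 (adjusted p = 0.422). Wnt5a had a difference of -308 and a log2 fold change of -0.85 (adjusted p = 0.0989). Wnt4, Wnt7a and Wnt5a did not pass the test. Of the 12 WNT ligands tested, 1 rose, 5 fell and 6 did not pass (1 higher and 5 lower when adjusted over the list alone; adjusted p = 0.233 from camera, and 0.522 with an estimated correlation). The epithelial keratin gene Krt19 rose from 19596 ± 3711 to 66595 ± 22447, with an adjusted p of 0.000995. In the 4 mice whose names have 1 digit in the deposited sheet (2 sham, 2 BDL), mean Wnt7b was 2.44-fold higher after BDL, and in the 5 whose names have 4 digits (2 sham, 3 BDL) 1.27-fold, a difference that was not tested. The former are all female and the latter male but for BDL replicate 8, so name form and sex are nearly the same split. Wnt7b no longer passed with upper-quartile normalization (adjusted p = 0.0705; 0.00850 to 1 over the alternatives, with the upper end from the test against a fold of 2). Apart from that stricter test, the highest was 0.0975, without sham replicate 5. The log2 fold change of Wnt7b lay between 0.55 and 0.92 when 1 library was left out. In the exact test over the 12 ligands its adjusted p was from 0.0918 to 0.214 without 1 sham library. Without 1 BDL library Wnt7b was each time at the smallest p that 4 against 4 libraries allow (0.0286), so its adjusted p of 0.0490 to 0.0571 in that exact test is set by the number of libraries and ligands. When 1 library was left out, edgeR no longer called Wnt7b without sham replicate 2 (0.0659), 5 (0.0975), 7 (0.0600), BDL replicate 6 (0.0534) or 10 (0.0613), with adjusted p in parentheses. It called Wnt4 without BDL replicate 4 (0.0409) or 8 (0.0369) and Wnt5a without BDL replicate 8 (0.0395). By setting, a call was gained for Wnt4 with DESeq2 (0.0486) and with no filter on low counts (0.0228) and Wnt5a with no filter on low counts (0.0422), with adjusted p in parentheses. With the acinar level as a term, chosen after seeing the data, the log2 fold change of Wnt7b was -0.02 (standard error 0.405). The acinar level does not overlap between the surgeries, so that fit parts it from surgery only through its spread within the groups. The slope of Wnt7b on the acinar level was -0.000713 within the sham group and -0.0935 within the BDL group. From the increase in Wnt7b, the paper proposes that WNT signaling, and Wnt7b in particular, may have a part in the proliferative response.

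**Figure D3:**
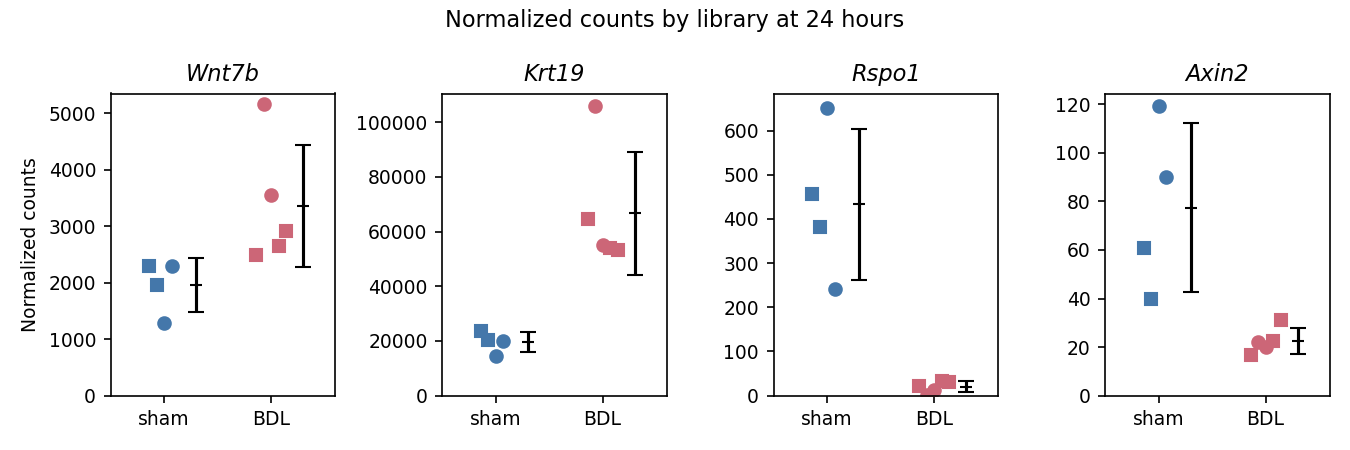
Normalized counts of Wnt7b, Krt19, Rspo1 and Axin2 in each library, by surgery. Circles are mice with 1 digit in their names and squares mice with 4 digits, and bars give the mean and SD. Wnt7b lies between 1283 and 2294 in sham and between 2489 and 5160.0 in BDL EHBDs.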

Our previous investigation has shown that cholangiocyte proliferation in the EHBD is not significantly increased at 12 hours, peaks at 24 hours, and largely subsides by 48 hours after injury (15). To determine if WNT ligand expression correlates with the temporal dynamics of the cholangiocyte proliferative response, we measured EHBD *Wnt7b* mRNA expression using quantitative PCR (qPCR) at 12, 24, and 48 hours after BDL. We found that *Wnt7b* abundance is temporally correlated with the cholangiocyte proliferative response, further suggesting that WNT ligands may play a role in the regulation of biliary proliferation (Figure 2B) (15). 

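Birc5, which encodes survivin and is also a gene of mitosis, rose from 20.1 ± 13.7 normalized counts (SD, n = 4) in sham to 2345 ± 1264 (SD, n = 5) in BDL EHBDs, a log2 fold change of 7.08 (standard error 0.63, adjusted p = 4.49e-05) from edgeR. Myc, a transcription factor of growth, rose from 908 ± 226 to 3207 ± 1385, with a log2 fold change of 1.801 (standard error 0.31, adjusted p = 0.00151). Ccnd1, a D-type cyclin, rose from 849.8 ± 131 to 3873 ± 2159, with a log2 fold change of 2.14 (standard error 0.35, adjusted p = 0.00117), and the adhesion receptor Cd44 rose from 4241 ± 1374 to 8140.2 ± 1064, with a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.00733). For each of the 4 genes every BDL library lay above every sham library. A second list held 13 targets that canonical WNT signaling induces as feedback in many tissues. Of these, 6 fell, none rose and 7 did not pass the test (0 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0196 from camera, and 0.522 with an estimated correlation). The 4 of smallest p were Axin2, which fell from 77.5 ± 34.6 to 22.5 ± 5.29, with a log2 fold change of -1.705 (standard error 0.36, adjusted p = 0.00459), and Notum (-2.45), Lef1 (-2.16) and Sp5 (-1.19). The fall of the list did not pass camera without sham replicate 7 (adjusted p = 0.0540; 0.00301 to 0.522 over the alternatives). Of markers of stroma, 5 of 10 fibroblast markers, 7 of 10 endothelial markers and 4 of 9 smooth muscle markers fell and the rest did not pass (adjusted p = 0.0225, 0.00547 and 0.0817 from camera, and 0.667, 0.541 and 0.768 with an estimated correlation). The log2 ratio of the 13 targets to fibroblast, endothelial and smooth muscle markers differed by 0.24 between BDL and sham, in a test chosen after the fall was seen (exact permutation test, two-sided, p = 0.532). Myc rose 5.26-fold in the mice whose names have 1 digit and 2.40-fold in those whose names have 4, and Axin2 was at 0.201 and 0.467 times the sham mean. This name form nearly repeats sex. For lists, camera no longer called fibroblast markers without sham replicate 5 (0.0600) (adjusted p). It called smooth muscle markers without sham replicate 7 (0.0406) or BDL replicate 8 (0.0415).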

We also observed significant increases in the abundance of WNT target genes (*Birc5*, *Myc*, *Ccnd1*, and *Cd44*) implicated in cell proliferation and survival in our bulk RNA-Seq dataset (Figure 2C) (38–41). 

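The WNT ligands that fell 24 hours after BDL were Wnt2b (-2.90), Wnt5b (-1.82), Wnt6 (-3.23), Wnt9a (-2.90) and Wnt11 (-1.81), with log2 fold changes in parentheses. Wnt9a, the most abundant of them, fell from 152 ± 39.0 (SD, n = 4) to 20.0 ± 11.5 normalized counts (SD, n = 5), with an adjusted p of 0.00120 from edgeR. For each of these 5 ligands every BDL library lay below every sham library. Rspo1 (ENSMUSG00000028871, chromosome 4 of GRCm39 from 124879876 to 124902892) fell from 433 ± 170.5 to 20.3 ± 12.8, a log2 fold change of -4.36 (standard error 0.57, adjusted p = 0.000332). Rspo3 was at 244 ± 77.7 in sham and 129 ± 58.2 in BDL EHBDs, a log2 fold change of -0.90 (standard error 0.33, adjusted p = 0.0545). Of 7 R-spondins and LGR receptors, 2 fell, Rspo1 and Rspo2, and none rose (0 higher and 2 lower when adjusted over the list alone; adjusted p = 0.0887 from camera, and 0.522 with an estimated correlation). Rspo2 had 0 counts in every BDL library and was at least 10.4-fold lower against 3 counts over the BDL group (6.71-fold without sham replicate 7), and without sham replicate 1, 5 or 7 it had too few counts for the test. Lgr6 had a log2 fold change of -1.47 (standard error 0.64, adjusted p = 0.0946). Of 10 Frizzled receptors, 5 fell and 1 rose (1 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0494 from camera, and 0.522 with an estimated correlation). Fzd3 (-1.103), Fzd4 (-0.99), Fzd7 (-1.33), Fzd9 (-1.81) and Fzd10 (-2.47) fell, and Fzd5 rose with a log2 fold change of 1.01 (standard error 0.26, adjusted p = 0.0105). Fzd8 had a log2 fold change of -0.45 (standard error 0.16, adjusted p = 0.0505). Lrp6 was the only one of 7 WNT coreceptors and processing genes to pass, with a log2 fold change of -0.62 (standard error 0.12, adjusted p = 0.00227), while Wls, Lrp5 and Ror1 had log2 fold changes of -0.25, 0.44 and 0.55 (0 higher and 1 lower when adjusted over the list alone; adjusted p = 0.673 from camera, and 0.805 with an estimated correlation). Of 9 secreted WNT antagonists, 6 fell, among them Notum, Dkk3 (-2.35), Sfrp1 (-2.55) and Sfrp5 (-3.48), and none rose (0 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0113 from camera, and 0.522 with an estimated correlation). In the same libraries 5 of 10 fibroblast markers, 7 of 10 endothelial markers and 4 of 9 smooth muscle markers fell and the rest did not pass (adjusted p = 0.0225, 0.00547 and 0.0817 from camera, and 0.667, 0.541 and 0.768 with an estimated correlation). Whether the falls of WNT pathway genes go beyond those of stromal markers was tested only for the feedback targets. Rspo3 passed with DESeq2 (adjusted p = 0.0193; 0.0193 to 0.856 over the alternatives), as did Fzd8 (0.00840; 0.00840 to 1) and Lgr6 (0.0470; 0.0470 to 0.422). These ranges include the stricter test against a fold of 2. Rspo3 and Fzd8 also passed with RLE and upper-quartile normalization, with filterByExpr and with at least 10 counts in every library. Further calls came for Rspo3 with no filter on low counts and for Fzd8 without the sex term. After leaving out 1 library, edgeR no longer called Fzd10 without sham replicate 1 (0.0996), 5 (0.0665), 7 (0.0802), BDL replicate 3 (0.0718), 4 (0.0640) or 8 (0.0594), Fzd9 without sham replicate 5 (0.0534), Wnt11 without sham replicate 5 (0.0649) and Wnt2b without sham replicate 5 (0.0626), with adjusted p in parentheses. It called Fzd8 without BDL replicate 4 (0.0282) and Rspo3 without sham replicate 2 (0.0360) or BDL replicate 10 (0.0311). For lists, camera no longer called Frizzled receptors without sham replicate 5 (0.0719), 7 (0.0639), BDL replicate 3 (0.0675), 4 (0.0770), 6 (0.0652) or 8 (0.0607) and fibroblast markers without sham replicate 5 (0.0600) (adjusted p). It called R-spondins and LGR receptors without sham replicate 2 (0.0408) and smooth muscle markers without sham replicate 7 (0.0406) or BDL replicate 8 (0.0415). Its call of Frizzled receptors also ended with upper-quartile normalization and with filterByExpr. Leaving out 1 library moved the fold by over 1.5 times for Wnt2b (-3.53 without BDL replicate 8), Wnt6 (-4.08 without BDL replicate 8) and Wnt11 (-1.03 without sham replicate 5), in log2 fold changes. Under other settings the call ended for Rspo2 with DESeq2 (0.0605) and Fzd10 with no filter on low counts (0.0616), and a call was gained for Wls with DESeq2 (0.000108), with RLE normalization (0.0263), with upper-quartile normalization (0.00598), with filterByExpr (0.0143), with at least 10 counts in every library (0.00792) and without the sex term (0.0424), with adjusted p in parentheses.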

Lastly, we observed differential expression of several low-expressing WNT ligands, *Rspo1* and *Rspo3*, and several *Fzd* receptors (Supplemental Figure 7, D–F) 24 hours after BDL. Together, these data suggest that acute obstructive EHBD injury leads to changes in WNT signaling and may closely correspond to the timeline of the cholangiocyte proliferative response.

### Cholangiocytes are WNT responsive and secrete WNT ligands in the EHBD at baseline and after injury.

WNT signaling often facilitates communication between different cell types to regulate tissue-wide responses. Accordingly, we next aimed to determine target cells for WNT signaling in the EHBD at homeostasis and after acute injury by conducting single-cell RNA-Seq (scRNA-Seq) analysis using the BDL injury model. Our dataset contained 3,696 and 5,891 cells in the EHBD 24-hours post-BDL and sham groups, respectively. We observed 21 unique cell clusters, which we characterized using the top DEGs (Supplemental Figure 8). Of these, we focused on cell clusters pertaining to the 3 main cell types found within the EHBD: epithelial (*Epcam*, *Krt19*, and *Prom1*), stromal fibroblasts (*Col1a1*, *Col1a2*, *Col5a1*), and immune (*Ptprc*, *Itgam*, and *Itgb2*) cell clusters (Figure 3A). Within these clusters, epithelial cells (77%) made up the majority of the cells analyzed with a similar expression of fibroblast (11%) and immune (12%) cell populations in the combined surgical groups. Notably, we observed an expansion of immune clusters following BDL (22%) compared with sham mice (6%) (Figure 3B), supporting our previous findings demonstrating immune infiltration in the EHBD following BDL (15).

We next sought to determine the cellular source of WNT ligands. Accordingly, we analyzed our scRNA-Seq dataset for the predominant EHBD WNT ligands and mapped *Wnt4*, *Wnt7a*, and *Wnt7b* primarily to cholangiocyte clusters (Figure 3C). *Wnt5a* expression was too low to definitively localize. We performed in situ hybridization (ISH) for *Wnt7b* and confirmed primarily cholangiocyte localization of *Wnt7b* in both sham and BDL EHBDs (Figure 3D).

To determine if cholangiocytes are WNT target cells, we assessed the localization of upregulated WNT target genes *Birc5*, *Cd44*, *Ccnd1*, and *Myc*. These genes primarily mapped to epithelial cell clusters in EHBDs of both sham and BDL mice (Figure 4, A and B). We further verified WNT target protein expression in epithelial cells with BIRC5 and CD44 immunofluorescence in sham and BDL mice (Figure 4, C and D). These data suggest that epithelial cells express WNT ligands and are targets of WNT signaling.

### Canonical WNT signaling contributes to the regulation of mouse and human EHBD cholangiocyte proliferation.

Our transcriptomic datasets suggest that EHBD cholangiocytes can be both WNT ligand–secreting and WNT-responsive cells. To directly assess the effects of WNT signaling activation on cholangiocyte proliferation, we used in vitro mouse EHBD explant (Figure 5A) and EHBD organoid (Figure 5B) models. Mouse EHBD explants have low basal proliferation, similar to EHBD tissue under homeostasis (Figure 5D). We induced WNT signaling in explants by treatment with CHIR-99021 (CHIR), a glycogen synthase kinase 3 (GSKβ) inhibitor that stabilizes β-catenin and, therefore, stimulates canonical WNT signaling (Figure 5C). Evaluation for the cholangiocyte marker keratin 19 (KRT19) and the proliferation marker EdU demonstrated that stimulation of canonical WNT signaling with CHIR increased proliferation in the EHBD cholangiocytes (Figure 5, D and E). We also observed increased expression of the WNT target BIRC5 in cholangiocytes of the CHIR-treated explants (Figure 5, F and G), findings similar to our in vivo observations after BDL (Figure 2C).

Next, we examined the epithelium-specific effects of canonical WNT stimulation with CHIR on cholangiocytes using a reductionist EHBD organoid model derived from mouse and human EHBD tissue (Figure 5H). These 3D structures are composed of biliary epithelial cells that allow the direct study of WNT signaling on cholangiocytes (42). Despite cholangiocytes in organoids already exhibiting a proliferative state (43), we observed a further increase in organoid growth after WNT stimulation in mouse (Figure 5, I–K) and human EHBD organoids (Figure 5, L–N). These data indicate that EHBD cholangiocyte proliferation is directly activated by canonical WNT signaling.

### Cholangiocyte-derived WNT ligands activate canonical WNT signaling to stimulate growth.

Since we localized both WNT ligands and target genes to EHBD cholangiocytes after injury (Figures 3 and 4), we further dissected the direct effects of cholangiocyte-derived WNT ligands on biliary proliferation in EHBD organoids. Using qPCR, we verified the expression of *Wnt4*, *Wnt5a*, *Wnt7a*, and *Wnt7b* in mouse organoids (Figure 6A). We assessed WNT ligands, receptors, and targets expressed in human EHBD biliary cells by analyzing a published bulk RNA-Seq dataset on human EHBD organoids (E-MTAB-7569) (44) (Supplemental Figure 9). *WNT7B* had the greatest RNA abundance among ligands (Figure 6C), suggesting that human EHBD cholangiocytes are WNT ligand–expressing and WNT-responsive cells similar to mouse EHBD cholangiocytes.

Cholangiopathies in patients are associated with biliary hyperproliferation and WNT signaling dysregulation (7, 45). Our analysis of The Cancer Genome Atlas (TCGA) RNA-Seq datasets from CCA and control tissues showed an increase in proliferation markers *Ki67* and *PCNA* in CCA (Supplemental Figure 10A). Additionally, in CCA samples, *WNT7B* expression and expression of WNT targets *BIRC5* and *CD44* were significantly increased as compared with control tissues (Supplemental Figure 10, B and C), indicating that WNT signaling may play a role in human biliary cancer biology.

Notably, the standard EHBD organoid culture medium contains WNT activators such WNT3A and RSPO3 ligands (42, 44, 46). To assess if EHBD organoid cultures could sustain growth by relying only on endogenous WNT ligands, we cultured mouse organoids over the course of 3 passages (21 days in culture) without medium supplementation with WNT3A and RSPO3 ligands (Figure 6B). Notably, organoid cultures were able to maintain growth and a cystic morphology similar to that seen when cultured with exogenous WNT supplementation. Thus, we showed that cholangiocyte organoids express WNT ligands and can grow without exogenous WNT supplementation in culture.

We next aimed to determine if cholangiocyte-derived WNT ligands are necessary to support organoid growth. We treated mouse organoids cultured in WNT-free media with C59, which prevents WNT ligand secretion from cells via inhibition of PORCN (an enzyme necessary for WNT ligand palmitoylation and secretion from the cells) (47) (Figure 6D). Organoids treated with C59 showed a significant decrease in size (Figure 6, E and F) and viability (Figure 6G) as compared with vehicle-treated cultures. Furthermore, we were able to recover the loss in organoid growth due to C59 by activation of canonical WNT signaling via CHIR (Supplemental Figure 11A), confirming that these effects are WNT mediated.

*Wnt7b* was the most transcriptionally abundant WNT ligand in the EHBD, and it was upregulated after BDL. We assessed the proliferative effect of WNT7B on mouse biliary organoids using L cell conditioned media expressing *Wnt7b* (Supplemental Figure 12A). Culturing mouse organoids with WNT7B conditioned media increased growth and organoid size compared with organoids treated with control L cell media (Supplemental Figure 12, B–D). Furthermore, treatment with WNT7B increased expression of WNT target genes *Myc*, *Ccnd1*, and *Cd44* in mouse organoid lines (Supplemental Figure 12E). These data demonstrate a direct proliferative effect of WNT7B on EHBD cholangiocytes in vitro, consistent with the effects we observed post-BDL in vivo.

Since our RNA-Seq analysis showed an upregulation of canonical WNT signaling target genes (Figure 2C) that localized to cholangiocytes (Figure 4, B–D), we hypothesized that WNT ligands mediate canonical WNT signaling in organoids to promote their growth. Accordingly, we treated mouse organoids with WNT antagonist 1 (IWR-1), which stabilizes the destruction complex and thereby inhibits β-catenin and canonical WNT signaling (48) (Figure 6H). As expected, we observed a decrease in organoid size (Figure 6, I and J) and viability (Figure 6K) following IWR-1 treatment. Last, to determine if the WNT signaling effects observed in mouse EHBD cholangiocytes are applicable to human EHBD cholangiocytes, we conducted experiments with C59, IWR-1, and CHIR in human EHBD organoid cultures. We observed decreases in human organoid growth and viability upon inhibition of WNT ligands (Figure 6, L–O), of which the former could be rescued with canonical WNT activation (via CHIR) (Supplemental Figure 11B), and similar decreases in organoid size and viability with inhibition of β-catenin signaling (Figure 6, P–S). Together, these experiments suggested that both mouse and human EHBD cholangiocyte-derived WNT ligands can activate canonical WNT signaling to maintain organoid growth and that WNT7B has a direct proliferative effect on EHBD cholangiocytes.

### WNT signaling regulates EHBD cholangiocyte proliferation.

In our mouse EHBD injury model, we observed that upregulation of WNT ligands (Figure 2, A and B) is associated with increased biliary proliferation (Figure 1C). We also observed that WNT ligands (including WNT7B) and canonical WNT signaling can modulate cholangiocyte proliferation to induce organoid expansion (Supplemental Figure 12, B–D, and Figure 6). Therefore, to determine if WNT ligands play a functional role in BDL-induced cholangiocyte proliferation in vivo, we treated mice undergoing sham/BDL surgeries with C59 to inhibit WNT ligand secretion (Figure 7A). We observed no gross histological changes in C59-treated EHBDs at 24 or 48 hours after BDL when compared with their vehicle controls, based on H&E examination (Figure 7B). However, there was a significant reduction in cholangiocyte proliferation in the BDL mice treated with C59 compared with BDL mice treated with vehicle at 24 hours after BDL (Figure 7, C and D). These data suggest that WNT ligands are involved in promoting cholangiocyte proliferation following obstructive EHBD injury in mice.

Since we observed changes in inflammatory markers and ECM-related genes 24 hours after BDL, we assessed their status upon WNT inhibition. We found no significant change in *Il1b*, *Il6*, or *Tnfa* after C59 treatment at this time point (Supplemental Figure 13). Furthermore, since we observed dysregulation of ECM-related genes following BDL (Supplemental Figure 5), and as fibrosis is an important component of cholangiopathies, we examined EHBDs from vehicle- or C59-treated (Veh/C59-treated) mice for collagen expression using Masson’s trichrome staining. We found no changes in collagen staining between sham and BDL groups or upon WNT inhibition at 24 or 48 hours after BDL (Supplemental Figure 14), suggesting collagen deposition as a later phenotype occurring in cholangiopathies and not influenced by WNT signaling during early response to obstruction.

We next assessed the effects on WNT inhibition (via C59) on cholestasis by conducting liver function tests on serum collected from Veh/C59 BDL mice 48 hours after obstruction. We saw no changes in markers of cholestasis, obstruction, or hepatocyte injury at this time point (Supplemental Figure 15). These data suggest that, while we demonstrate an increase in markers of liver injury at 48 hours after BDL, C59 did not reduce liver injury at this acute time point. This finding supports a previous study that found no effect of C59 treatment on liver function tests at 7 days after BDL (49).

## Discussion

Regulation of tissue homeostasis and injury responses are important to promote organ health and mitigate the consequences of maladaptive responses. Bile duct obstruction often accompanies large bile duct cholangiopathies and is associated with increased biliary proliferation (7). In the liver, biliary proliferation can facilitate recovery of organ function by replenishing depleted cholangiocyte populations. However, it can also have maladaptive consequences in the form of ductular reaction associated with a proinflammatory, profibrotic, and hyperproliferative cholangiocyte phenotype, which can worsen fibrosis and result in cancer development (7, 50, 51). Although this sequence has been established in the liver, the mechanisms responsible for the EHBD proliferative response to biliary obstruction are poorly understood. We have previously identified HH signaling as a regulator of neutrophil influx in the injured EHBD contributing to biliary hyperproliferation and showed that HH can cooperate with IL-33 to induce hyperproliferation (15, 52). In this study, we provide evidence for the participation of WNT signaling in the cholangiocyte proliferative response to injury. We determined that WNT target genes that promote cell proliferation and survival are rapidly upregulated after obstructive injury along with WNT ligand *Wnt7b*. Using a set of functional in vivo and in vitro studies in mouse and human samples, we demonstrated that canonical WNT signaling in cholangiocytes can be initiated in an autocrine manner to promote biliary proliferation. Therefore, we provide knowledge about WNT changes accompanying EHBD injury, suggesting that accentuated WNT signaling contributes to initiation of cholangiocyte proliferation, after biliary obstruction, and that cholangiocyte-derived WNT ligands can promote their own β-catenin–dependent signaling.

Within the IHBD, WNT signaling is involved in many aspects of biliary disease and cholangiocyte proliferation in a highly context-dependent manner (25, 26). However, its role in EHBD injury response has remained largely unexplored. We observed a rapid increase in proliferation markers in cholangiocytes of the EHBD with a parallel increase in *Wnt7b* expression at 24 hours after BDL, with both largely subsiding by 48 hours. This acute post-BDL upregulation of *Wnt7b* was accompanied by an increase in WNT target genes *Birc5*, *Ccnd1*, and *Myc*. We further demonstrated that WNT7B induces growth and WNT target gene expression in primary cholangiocytes using our organoid system. These data support previous findings that overexpression of *Wnt7b* in an immortalized small cell cholangiocyte cell line (SMCC), characteristic for IHBD cholangiocytes, increases cholangiocyte proliferation (28). Thus, while the increase in WNT7B after BDL is likely involved in initiating the cholangiocyte proliferative response, it is also possible that other predominant WNT ligands (WNT4, WNT5A, WNT7A) participate in regulation of proliferation. Previous studies on IHBDs have implicated both canonical and noncanonical WNT signaling in models of biliary cholestasis and CCA (25–28). Accordingly, using EHBD explants, we showed that cholangiocytes are the only cell population to rapidly proliferate in response to activation of canonical WNT signaling in the EHBD. Furthermore, mouse and human cholangiocytes express all 4 of the predominant WNT ligands in vitro, and we show that their effects on cholangiocyte growth are β-catenin mediated. Lastly, our data show that the inhibition of WNT ligand secretion in mice using C59 suppressed the EHBD cholangiocyte proliferative response. Since cholangiocytes appear to be a predominant source of WNT ligands after BDL, this suggests that canonical WNT signaling in EHBD cholangiocytes contributes to their proliferative response to obstructive injury. Our work will provide a foundation for future studies exploring the role of WNT signaling in the EHBD injury response and further delineating the role of canonical and noncanonical WNT signaling in the context of biliary disease.

When we inhibited WNT signaling during mouse EHBD injury response by suppressing WNT ligand secretion with C59 in vivo, we showed a significant reduction in cholangiocyte proliferation after injury. These effects mirror those seen previously with HH inhibition following 24-hour BDL in the EHBD as described by Zaki et al. (15). This suggests possible cooperation of these pathways in EHBD injury responses. Within the EHBD, loss of β-catenin results in reduced expression of glioma-associated oncogene transcription factors, which are activated by HH signaling, indicating potential WNT regulation of HH signaling within the EHBD (31). Studies have also reported that genetic loss of Indian HH (the predominant HH ligand in EHBD) results in a loss of *Wnt7b* expression during bone development, indicating that HH signaling can also regulate WNT ligand expression (15, 53). Further studies are needed to interrogate a potential interplay between WNT and HH signaling in the cholangiocyte proliferative response.

Additionally, bile duct obstruction induces bile stasis, disrupting bile acid signaling and inducing biliary distension. Parsing out how these upstream effects result in induction of WNT and HH signaling is critical to defining the injury responses in the EHBD. While bile acids have been shown to induce proliferation in cholangiocytes, the role of mechanical distension in the regulation of bile acid metabolism and cell survival pathways is less understood (54, 55). Therefore, additional studies investigating the mechanical regulation of cholangiocytes may provide further insight into the cholangiocyte proliferative response to EHBD injury.

*WNT7B* and WNT target genes are upregulated in CCA, and inhibition of canonical WNT signaling reduces CCA tumor burden in rodent models (25). Using transcriptomic analysis of the TCGA database, we confirmed the upregulation of proliferation markers and WNT targets in human CCA (Supplemental Figure 9). We also showed that human cholangiocytes express WNT ligands in vitro, which can support organoid growth via activation of the canonical β-catenin–dependent pathway. Thus, our findings in mouse models appear to be directly relevant to human cholangiocyte biology.

In conclusion, this study provides comprehensive data on the transcriptional and functional changes in the EHBD following acute obstruction. We demonstrate that WNT signaling is upregulated after obstruction. Cholangiocytes appear to be the primary target for the proproliferative effect of WNT signaling, and inhibition of WNT ligand secretion in EHBDs attenuates the cholangiocyte proliferative response in vivo and in vitro. Our in vitro organoid and explant models revealed that cholangiocytes can regulate their proliferation by expressing WNT ligands and activating canonical WNT signaling. This work informs future studies focused on the regulation of the EHBD injury response and provides new knowledge about the context-dependent complexity of the WNT signaling pathway.

## Methods

### Sex as a biological variable

Both male and female mice were used for in vivo and transcriptomic investigation of the EHBD injury response. PCA of the bulk RNA-Seq (Figure 1D) demonstrated similar responses among male and female samples to bile duct injury. Despite not having seen variation attributed to sex in the PCA plots, we did include it as a term in our statistical analyses, thereby, ensuring that any consistent variation that was sex specific would not adversely affect the significance in our conditional comparisons. Organoids were derived from EHBD tissues of both male and female mouse and human tissue samples. Since organoid lines showed similar responses to WNT antagonism/activation across lines, data were combined for statistical analysis.

### Animal studies

#### Housing.

All animal studies were performed in accordance with approved protocols by the University of Michigan IACUC. Adult WT C57BL/6J (The Jackson Laboratory, stock no. 000664) mice were used for all studies. Mice were bred at the University of Michigan, housed in ventilated cages, with ad libitum access to food (Purina LabDiet, 5L0D) and water, and maintained on a 12-hour light/dark cycle. For experiments, mice were age- and sex-matched with littermate controls used whenever possible.

#### Surgeries.

BDL was performed as previously described (15). In brief, both sham and BDL mice underwent a laparotomy. For BDL in mice, the distal end of the EHBD was ligated near the duodenum to induce biliary obstruction. The abdominal wall and epidermal layer were sutured separately. EHBD tissue was collected 24, 48, and 72 hours after ligation.

#### WNT inhibition in vivo.

C59 (MedChemExpress [MCE], HY-15659), a PORCN inhibitor, was reconstituted in dimethyl sulfoxide (DMSO) at 100 mg/mL. Aliquots were diluted in 0.5% methylcellulose/0.1% Tween 80 and administered at 50 mg/kg via i.p. injection. C59 was administered every 12 hours, starting at 24 hours prior to surgeries and continuing until euthanasia.

#### Assessment of proliferation.

EdU (Lumiprobe, 10540) was administered for examination of cellular proliferation as previously described (15). EdU was prepared the day of administration at a concentration of 2.5 mg/mL and administered 3 hours prior to euthanasia at 12.5 mg/kg via i.p. injection.

### Mouse EHBD explant studies

EHBDs were excised from mice following euthanasia. Explants were washed in PBS, placed in a 12-well cell culture plate, and cultured in 2% FBS, 1% penicillin-streptomycin (Thermo Fisher Scientific, 15140122) and Advanced DMEM/F-12 (Thermo Fisher Scientific, 12634010) (2%FBS/DMEM/F-12). CHIR (ApexBio, A3011) stock solution was made by reconstituting CHIR to 10 mM in DMSO and storing at –20°C. CHIR (10 μM) or DMSO (vehicle) was diluted in 2%FBS/DMEM/F-12 and added to treatment and control wells, respectively. In total, 200 μM EdU (Lumiprobe, 10540) was added to the media for the full duration of an experiment for the quantification of cellular proliferation. Media were replaced at 24 hours. Forty-eight hours after treatment, explants were fixed and processed similar to freshly isolated EHBDs as stated below using a formalin-fixed, paraffin-embedded (FFPE) method as previously described (52).

### Biliary organoid studies

#### Mouse biliary organoid establishment.

EHBD mouse organoids were established as previously described with minor modifications (56). A 20-minute incubation in Liberase TL (MilliporeSigma, 5401020001) at room temperature was used for EHBD tissue dissociation followed by trituration through a 20 gauge needle (42). Dissociated cells and tissue fragments were pelleted and resuspended in 100–200 μL Matrigel (Corning Inc., 356237) and plated in 30–50 μL patties in a 24-well plate. Mouse organoid growth media (Table 1) was renewed every 2–3 days, and organoids were passaged every 5–7 days. In total, 50 ng/mL epidermal growth factor (EGF) and 100 ng/mL fibroblast growth factor 10 (FGF10) were added for the first 2 days of culture establishment.

#### Human biliary organoid establishment.

Normal biliary tissue samples were procured through the Gift of Life (Ann Arbor, Michigan, USA). Human EHBDs were dissociated similar to mouse biliary organoid establishment as described above. The resulting suspension was placed into human organoid growth media (Table 2) containing 100 ng/mL hepatocyte growth factor and 100 ng/mL FGF10 for the first 2 days.

#### Organoid growth assessment.

CellTiter-Glo 3D Cell Viability Assay (Promega, G9681) was used to assess organoid growth via luminescent analysis of adenosine triphosphate (ATP) levels according to the manufacturer’s protocol. Specifically, CellTiter-Glo reagent was diluted 1:1 with DMEM-F12, and 150 μL was added to the Matrigel domes in a 48-well plate containing organoids. The mixture was incubated for 30 minutes in the dark, following which 100 μL of the dissociated organoid mixture was transferred to a white opaque 96-well plate. Luminescence was read on a SpectraMax M5 (Molecular Devices) using an integration time of 500 ms. Organoid size was evaluated by measuring area using ImageJ (NIH) from images taken with a stereomicroscope (Olympus, SZX16) and digital microscope camera (Olympus, DP72) using cellSens software (Olympus).

#### Pharmacological WNT activation and inhibition in organoid studies.

CHIR was made fresh from 10 mM stock solutions by diluting to 3 μM in LWRN-free organoid growth media (Tables 1 and 2) for both mouse and human organoids. C59 (MCE) was reconstituted to 100 mM in DMSO and stored at –80°C. Working concentrations were made fresh by further diluting in LWRN-free organoid media (Tables 1 and 2) to 10 μM for mouse and human organoids. IWR-1 (MCE, HY-12238) stock solution was made by reconstituting IWR-1 at a concentration of 10 mM in DMSO and storing it at –80°C. Working concentrations were made fresh by diluting the stock to 5 μM in WNT-free organoid media for both mouse and human organoids.

### Generation of WNT7B conditioned media

Plasmid synthesis and viral packaging were performed by the University of Michigan Vector Core. For the cloning process, pLL CAG-msc-Pgk-GFP-a2 puro was digested using Nhel/Xhol. The mouse *Wnt7b* fragment was synthesized using Twist Biosciences platform and inserted into the cut vector using Gibson Assembly method. The *Wnt7b* insert was then confirmed by Sanger sequencing, and both the “empty” control vector (pLentilox-CAG-Empty-PKG-GFP/puro) and a WNT7B vector (pLentilox-CAG-mWNT7b-PKG-GFP/puro) were packaged into lentivirus by the core. L cells (ATCC CRL-2648) provided by the Michigan Medicine Translational Tissue Modeling Laboratory were cultured in 10% FBS, 1% penicillin-streptomycin, and DMEM (Thermo Fisher Scientific, 11965092). For lentiviral infection, cells were cultured in 10% FBS, DMEM with 8 µg/mL polybrene, and a 1:3 dilution of viral supernatant for approximately 24 hours, following which the cells were returned to their standard media. In total, 20 μg/mL puromycin was used to select transduced cells expressing the plasmid, including puromycin resistance.

#### WNT7B conditioned media.

Cells were plated at approximately 80% confluence and allowed to grow until they reached 100% confluence in a T-150 flask. Once at 100% confluence, the media were replaced with 30 mL of 20% FBS, 1% penicillin-streptomycin, and DMEM-F12 media. Media were collected and filtered through a 0.2 μm pore size filter (Thermo Scientific, 0974188) on the fourth day of incubation. Conditioned media were stored at 4°C for short-term storage (7–10 days) or –80°C for long-term storage. Conditioned media from cells transduced with the control vector were used as control conditioned media.

#### WNT7B effects on mouse organoids.

For analysis of WNT7B effects on organoid growth, we replaced DMEM-F12 with 75% WNT7B conditioned media from L cells. Media were made fresh at the start of the experiment.

### Histological assessment

#### IHC.

Preparation of tissues for histology was performed as previously described (52). FFPE tissues were sectioned at 4 μm. H&E kit (Vector, H-3502) was used according to the manufacturer’s protocol. Masson’s trichrome stain kit (Epredia, 87019) was used according to the manufacturer’s protocol. Slides were mounted using Permount (Thermo Fisher Scientific, SP15100). Immunofluorescence was performed as previously described with minor modifications (52). In brief, tissue sections were placed in boiling Citric Acid Based Antigen Unmasking Solution (Vector Labs, H-3300) for 15 minutes. Sections were incubated in blocking solution (1% BSA, catalog: A-420-10 Goldbio; 10% serum goat or donkey, catalog: G9023 Sigma-Aldrich and catalog: GTX73205 GeneTex, respectively; and 0.3% Triton X-100, catalog: BP151 Thermo Fisher Scientific) for 1 hour prior to incubation in the primary antibody overnight at 4°C, and a secondary antibody incubation was performed for 1 hour. Antibodies were diluted in blocking solution. Primary and secondary antibodies and their concentrations are included in Table 3. EdU staining was performed per the manufacturers protocol using the Click-iT EdU Alexa Fluor 488 Imaging Kit (Invitrogen, C10337).

#### Morphometric analysis.

Images were taken using a Nikon Eclipse E800 microscope (Nikon) and processed using NIS-Elements imaging software (Nikon). Representative images of approximately 5 high-power fields were taken for each sample at 20×–40× magnification. Researchers blinded to the treatment groups performed morphometric analysis using ImageJ Cell counter plug-in (V1.53f51, NIH). Cholangiocytes and stromal cells were determined by CK19^+^ and CK19^–^ staining, respectively, or histological examination of tissues.

#### Trichrome grading.

Images of the complete EHBD were taken for each sample. Two reviewers blinded to sample treatments graded the slides from 0 to 4, with 0 being no visible collagen and 4 being the most concentrated. Scores were averaged across samples and reviewers.

### Transcriptional analysis

EHBD RNA extraction was performed as previously described (52). Briefly, EHBD were isolated and placed in RNAlater (Invitrogen, AM7020) until RNA isolation. RNeasy plus micro kit (Qiagen, 74034) or RNeasy micro kit (Qiagen, 74004) with DNase treatment (Qiagen, 79254) were used according to manufacturer’s protocol. To extract RNA from organoids, media were aspirated from wells containing Matrigel, and 1 mL of cold PBS was used to dissolve Matrigel and resuspend cells. The cell resuspension was pelleted, PBS was aspirated, and 350 μL RLT + 3.5 μL beta-mercaptoethanol were added to each well. In total, 125 μL 100% EtOH was added to the lysis buffer prior to placing on the column. RNeasy mini kit (Qiagen, 74104) was then used according to the manufacturers protocol with a 15-minute DNase treatment.

#### qPCR.

cDNA was synthesized using iScript cDNA Synthesis kit (Bio-Rad, 1708891). Expression levels were analyzed from biliary tissue using iTaq Universal SYBR Green Supermix (Bio-Rad, 1725121). Primer sequences (Table 4) were designed using NCBI Blast and purchased through Integrated DNA Technologies.

#### ISH.

Analysis of *Wnt7b* in sham/BDL tissues was executed using the RNAscope 2.5 HD Assay Brown Kit (ACD Bio, 322310) and probe *Wnt7b* (ACD Bio, 401131) per manufacturer protocol. Hematoxylin was used for nuclear counterstaining.

#### Bulk RNA-Seq.

Library preparation and sequencing were conducted by the University of Michigan Advanced Genomics core as follows. RNA concentration and quality was assessed using the BioAnalyzer or TapeStation (Agilent). cDNA was synthesized using the SMART-Seq mRNA kit (Takara) from 4 ng of RNA according to manufacturer’s protocols. Final libraries were checked for quality and quantity by Qubit hsDNA (Thermo Fisher Scientific) and LabChip (Perkin Elmer). A 151 bp paired-end sequencing was performed according to the manufacturer’s protocol (Illumina NovaSeq). BCL Convert Conversion Software v3.9.3 (Illumina) was used to generate demultiplexed Fastq files. Salmon (57) was used to count the trimmed data against the transcriptome defined in Gencode vM33 (58), which was built on the genome GRCm39. Several Bioconductor (v3.17) packages in R (v4.31) were used for subsequent steps. The transcriptome count data were annotated and summarized to the gene level with tximeta (59) and further annotated with biomaRt (60). PCA plots were generated with PCAtools (61), and principal component loadings were plotted in Graphpad Prism (v.10). Normalizations and statistical analyses were done with DESeq2 (62). Genes with very low expression (fewer than 10 counts) were removed. EnhancedVolcano (63), pheatmap (64), and ggplot2 were used to generate plots. Metascape (36) (v3.5) was used for gene ontology analysis.

#### scRNA-Seq analysis.

EHBDs were isolated from sham/BDL mice 24 hours after surgery. Tissues were isolated from 5–6 WT mice and rinsed in 1× cold phosphate buffered saline, followed by fixation and dissociation using the 10X Genomics Next GEM Single Cell Fixed RNA Sample Preparation Kit. Two cell preparations from sham and BDL (1 male, 1 female; each preparation included 5 mice) were performed. Fixed cells were stored at –80°C prior to library preparation. Library preparation and sequencing was conducted by the University of Michigan Advanced Genomics Core. Library preparation was performed according to 10X Genomics protocols using the Chromium Mouse Transcriptome Probe Set v1.0.1, which is derived from the mm10-2020A transcriptome. A 151 bp paired-end sequencing was performed according to the manufacturer’s protocol (Illumina NovaSeq). BCL Convert Conversion Software v3.9.3 (Illumina) was used to generate demultiplexed Fastq files. Outputs were input into CellRanger (v7.1.0) to perform alignment, filtering, barcode counting, and UMI counting and to construct feature-barcode matrices. The Seurat (version4.1.1) package (65) was used to filter, integrate, normalize, and cluster the data. H5 files from the cell ranger output were imported for each sample. Samples were filtered to include cells that showed expression of between 200 and 9,000 genes and less than 5% mitochondrial genes. Expression data were normalized with the sctransform (v2) method and integrated using the RPCA method. The integrated dataset was clustered with a resolution of 0.3, yielding 21 clusters. Both 2D and 3D Uniform Manifold Approximation and Projections (UMAPs) were calculated. The Seurat object was exported and processed for visualization and further exploration using Cirrocumulus (66). Bubble plots in Seurat were used to assess gene expression with cell clusters. Characterization of cell clusters were identified by comparing DEGs broadly expressed within the cluster to The Human Protein Atlas.

#### Liver function tests.

Serum was collected from mice immediately following euthanasia via a cardiac puncture. Blood was allowed to coagulate for 30 minutes, followed by centrifugation at 3,000*g* to separate the serum. Liver chemistries were run by the University of Michigan ULAM Pathology Core.

### Statistics

One-way ANOVA with Bonferroni’s multiple-comparison test, 2-way ANOVA with a Bonferroni’s multiple-comparison test, unpaired 2-tailed Student’s *t* test, 2-tailed 1-sample *t* test, and Fisher’s exact test were used to assess statistical significance as indicated. *P* < 0.05 was considered significant. All analyses were performed in GraphPad Prism V.10. Data are represented as ± SEM.

### Study approval

All mouse studies were performed under the University of Michigan IACUC–approved protocol PRO00011285.

### Data availability

Twenty-four– and 48-hour bulk RNA-Seq datasets are deposited in the NCBI Gene Expression Omnibus (GEO) database under accession nos. GSE280724 and GSE280691, respectively. scRNA-Seq datasets are deposited under accession no. GSE280889. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

ANC, NR, and LCS were responsible for study design. ANC, NR, MQP, NHMZ, and TMK conducted all experiments. NR and TLF were responsible for sample procurement. ANC, JWT, and NR were responsible for data analysis. ANC and NR wrote the manuscript, and all other authors provided comments on the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
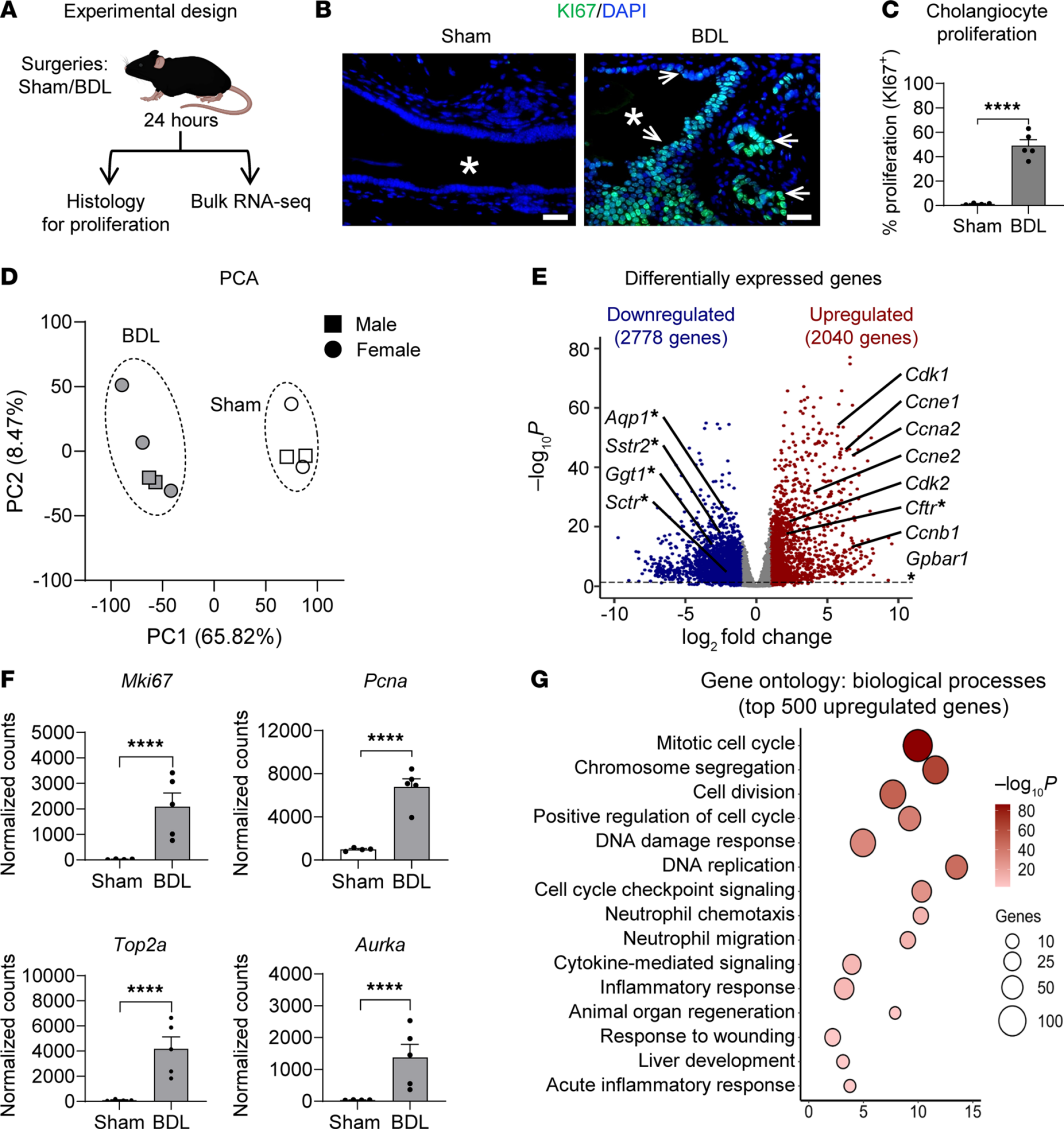
Acute injury induces epithelial cell proliferation and upregulation of cell cycle–related genes. (**A**) Schematic of sample collection for histological and transcriptomic assessment of the EHBD after BDL. (**B**) Ki67 (green) and DAPI (blue) immunofluorescence staining 24 hours after BDL. Asterisks indicate lumen, arrows indicate Ki67^+^ cells. Scale bar: 20 μm. (**C**) Morphometric analysis of cholangiocyte proliferation in sham/BDL EHBDs. (**D**) Principal component analysis (PCA) from bulk RNA-Seq of sham/BDL EHBDs 24 hours after surgery. (**E**) Volcano plot depicting DEGs, cyclins, and their kinases associated with cell cycle as well as functional cholangiocyte genes (indicated by asterisks). (**F**) Normalized counts for proliferation markers *Pcna*, *Mki67*, *Top2a*, and *Aurka* from sham/BDL EHBDs. (**G**) Ontology of the top 500 upregulated genes from sham/BDL EHBDs. Unpaired Student’s *t* test for morphometric analysis of proliferation. Statistical significance of bulk RNA-Seq was assessed using DESeq2. ****P < 0.0001. *n* = 4–5 mice/group.

**Figure 2:**
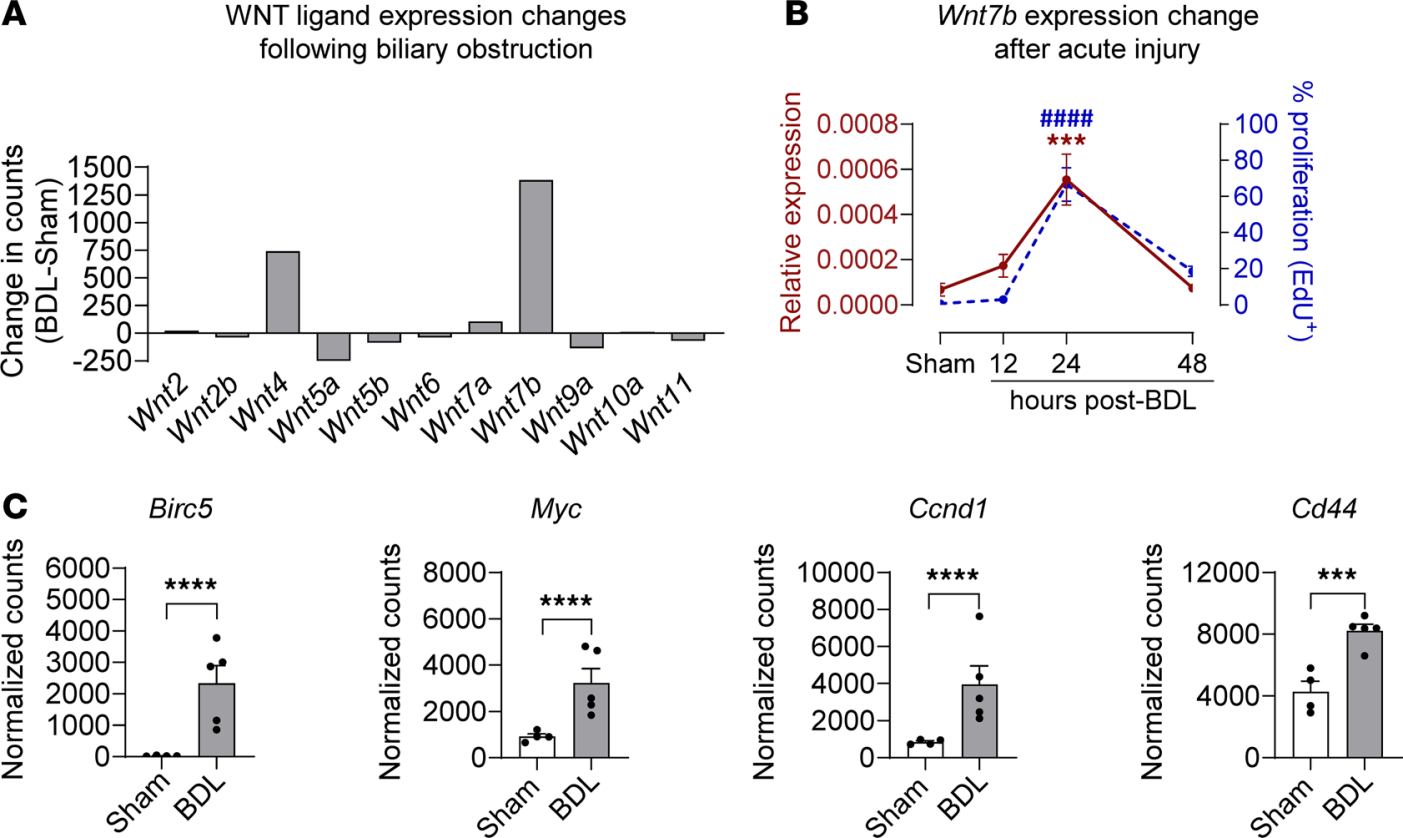
WNT signaling is upregulated following 24-hour EHBD injury. (**A**) Bulk RNA-Seq analysis of transcription differences among the WNT ligands expressed in the EHBD. (**B**) qPCR of the EHBD dominant WNT ligand *Wnt7b* (left *y* axis) and cholangiocyte proliferation (right *y* axis) in sham (24 hour) and ligated mice at 12, 24, and 48 hours after BDL (15). (**C**) Bulk RNA-Seq analysis of WNT target gene expression changes after BDL. One-way ANOVA with Bonferroni’s multiple-comparison test was used to assess qPCR data. Statistical significance of targets identified by the bulk RNA-Seq analysis was assessed using DESeq2. ***P < 0.001, ****P < 0.0001, ^####^*P* < 0.0001, 1-way ANOVA with Bonferroni’s multiple-comparison test was used to assess proliferation rates. *n* = 3–13 mice/group.

**Figure 3:**
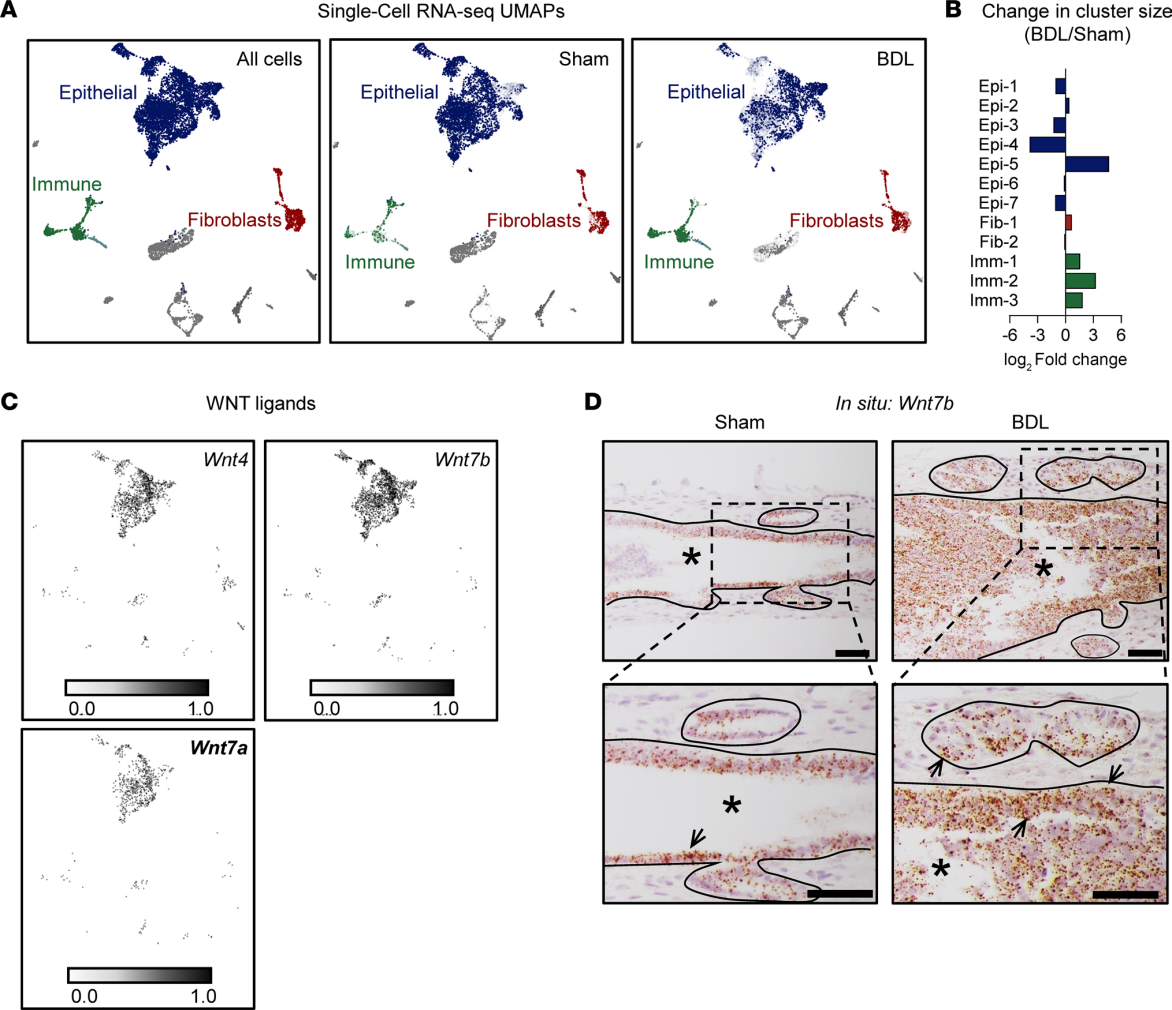
Cholangiocytes express WNT ligands. (**A**) UMAP with epithelial (blue), fibroblast (red), and immune (green) cell clusters shown. Distribution of cells from the combined sham/BDL samples (left), sham alone (middle), and BDL (right). (**B**) Changes in cluster compositions following BDL based on cluster proportions. Epi, epithelial; Fib, fibroblast; Imm, immune cell clusters. (**C**) Expression of the predominant WNT ligands in the EHBD. *n* = 2 samples/treatment (1 male, 1 female), *n* = 5 mice/sample. (**D**) In situ hybridization for *Wnt7b* in the EHBD of sham/BDL mice. Asterisks indicate lumen, line separates epithelial and stromal cell compartments, lower panels show magnification of area indicated by dashed black box, and arrows indicate Wnt7b*^+^* cells. Scale bar: 50 μm. *n* = 3 mice/group.

**Figure 4:**
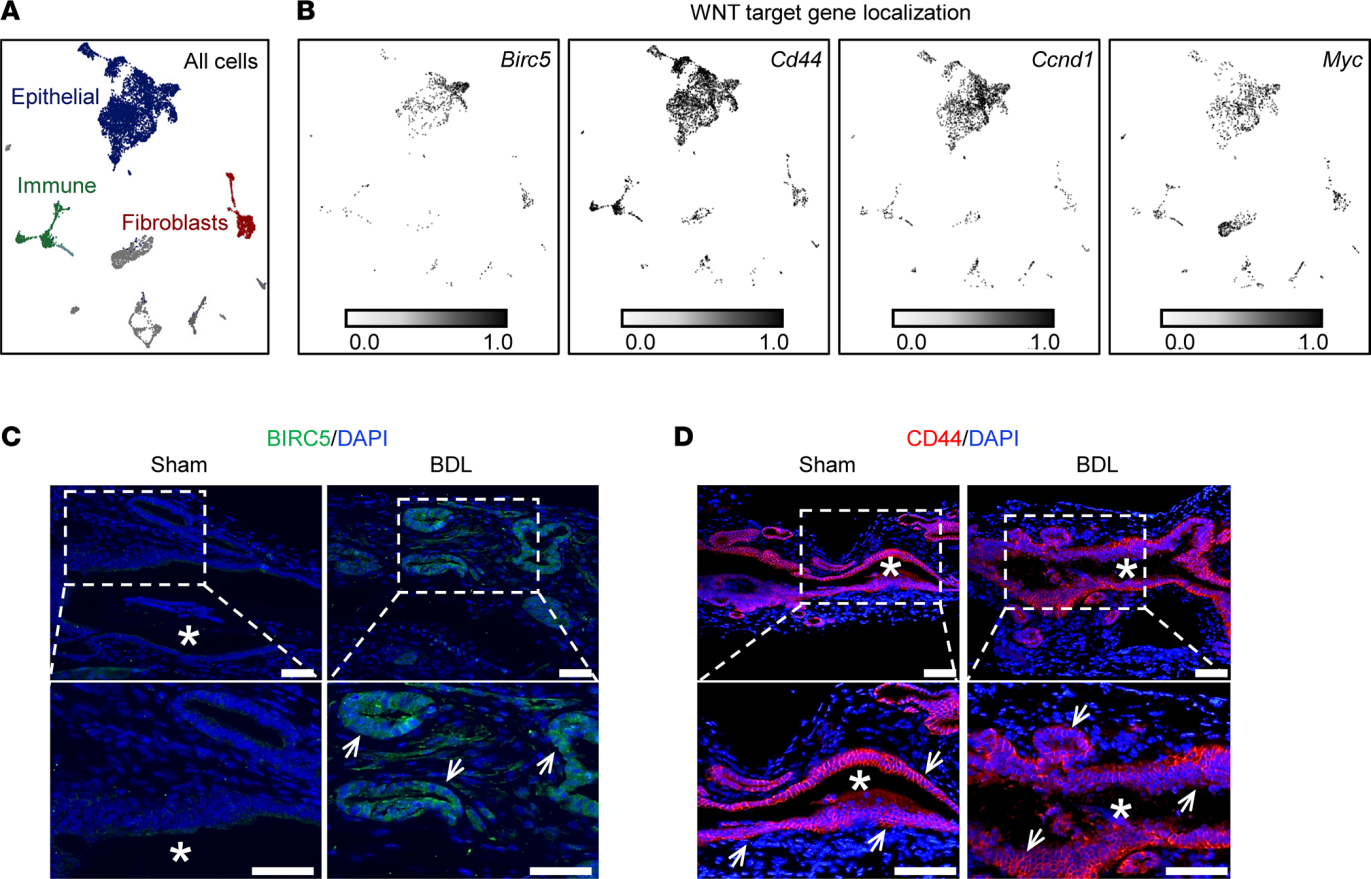
Cholangiocytes are WNT target cells. (**A**) UMAP of combined cells from sham/BDL scRNA-Seq datasets. (**B**) WNT target genes localize primarily to epithelial cells clusters in all scRNA-Seq samples. *n* = 2 samples/treatment (1 male, 1 female), 5 mice/sample. (**C** and **D**) BIRC5 (green) and CD44 (red) immunofluorescence staining with DAPI (blue) in sham/BDL mice. Asterisks indicate lumen, lower panels show increased magnification of dotted white box, arrows indicate BIRC5^+^ and CD44^+^ cells, respectively. Scale bar: 50 μM. *n* = 3 mice/group.

**Figure 5:**
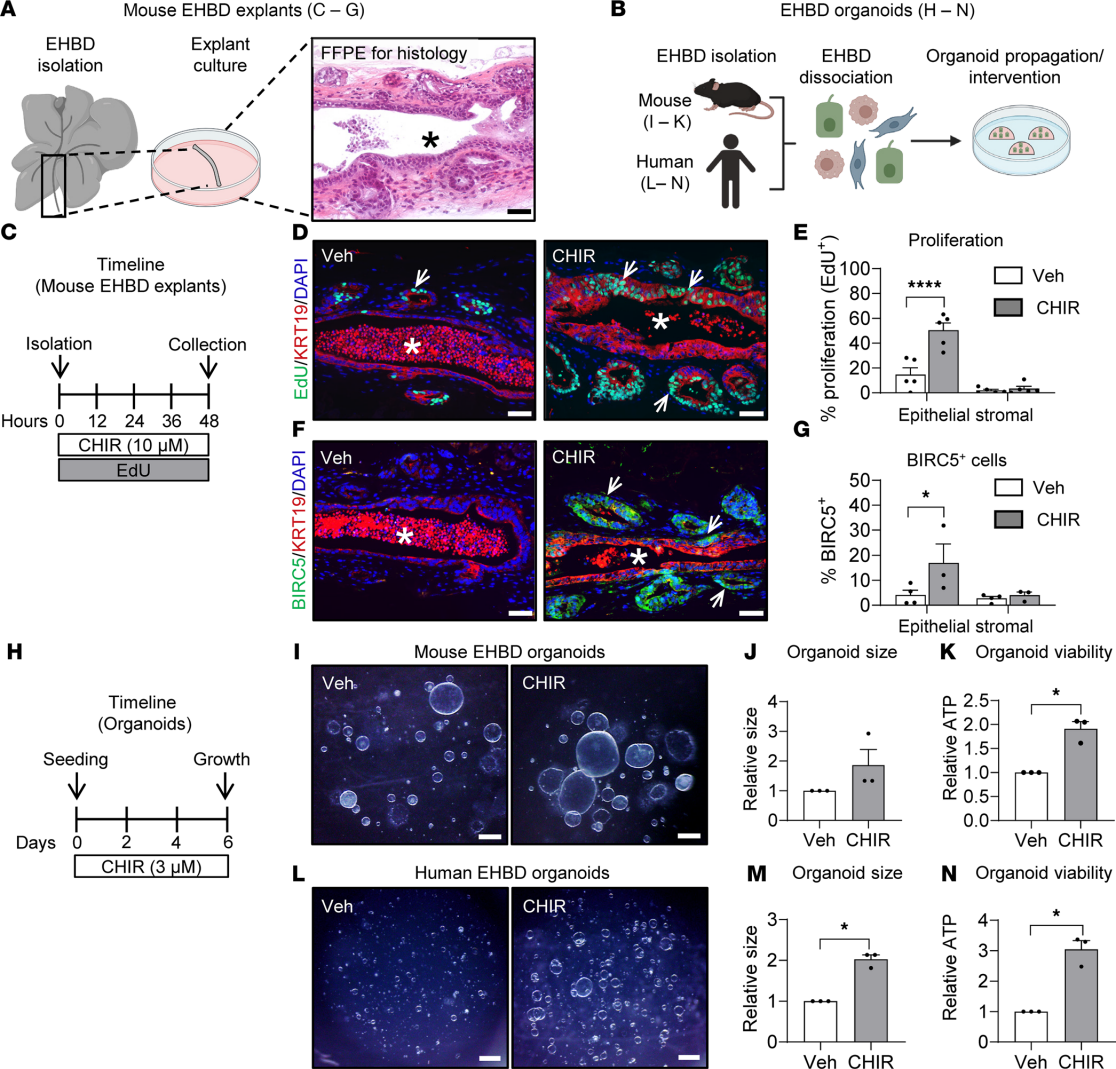
Canonical WNT activation promotes cholangiocyte proliferation in mouse EHBD explants and mouse and human EHBD organoids. (**A** and **B**) Diagram of EHBD explant and organoid culturing protocols. (**C**) Timeline of EHBD explant experiment with 10 μM CHIR treatment. (**D**) EdU (green), KRT19 (red), and DAPI (blue) staining in explants. (**E**) Morphometric analysis of proliferation in biliary explants. (**F** and **G**) BIRC5 (green), KRT19 (red), and DAPI (blue) staining in explants and quantification. Asterisks indicate lumen, arrows indicate EdU^+^ and BIRC5^+^ cells. Scale bar: 50 μm. *n* = 3–5 mice/group. (**H**) Timeline of the experiment treating mouse and human biliary organoids with 3 μM CHIR. (**I**–**K**) Mouse organoid images (**I**), size (**J**), and viability (**K**) by measurement of culture ATP levels in vehicle- and CHIR-treated organoids.(**L**–**N**) Human organoid images (**L**), size (**M**), and viability (**N**) measurements in vehicle- and CHIR-treated organoids. *n* = 3 biological replicates. Scale bar: 500 μm. Size and viability measurements are normalized the vehicle controls. Two-way ANOVA with Bonferroni’s multiple-comparison test was used for morphometric analysis of EdU and BIRC5. Unpaired Student’s *t* test was used for organoid experiments. *P < 0.05, ****P < 0.0001.

**Figure 6:**
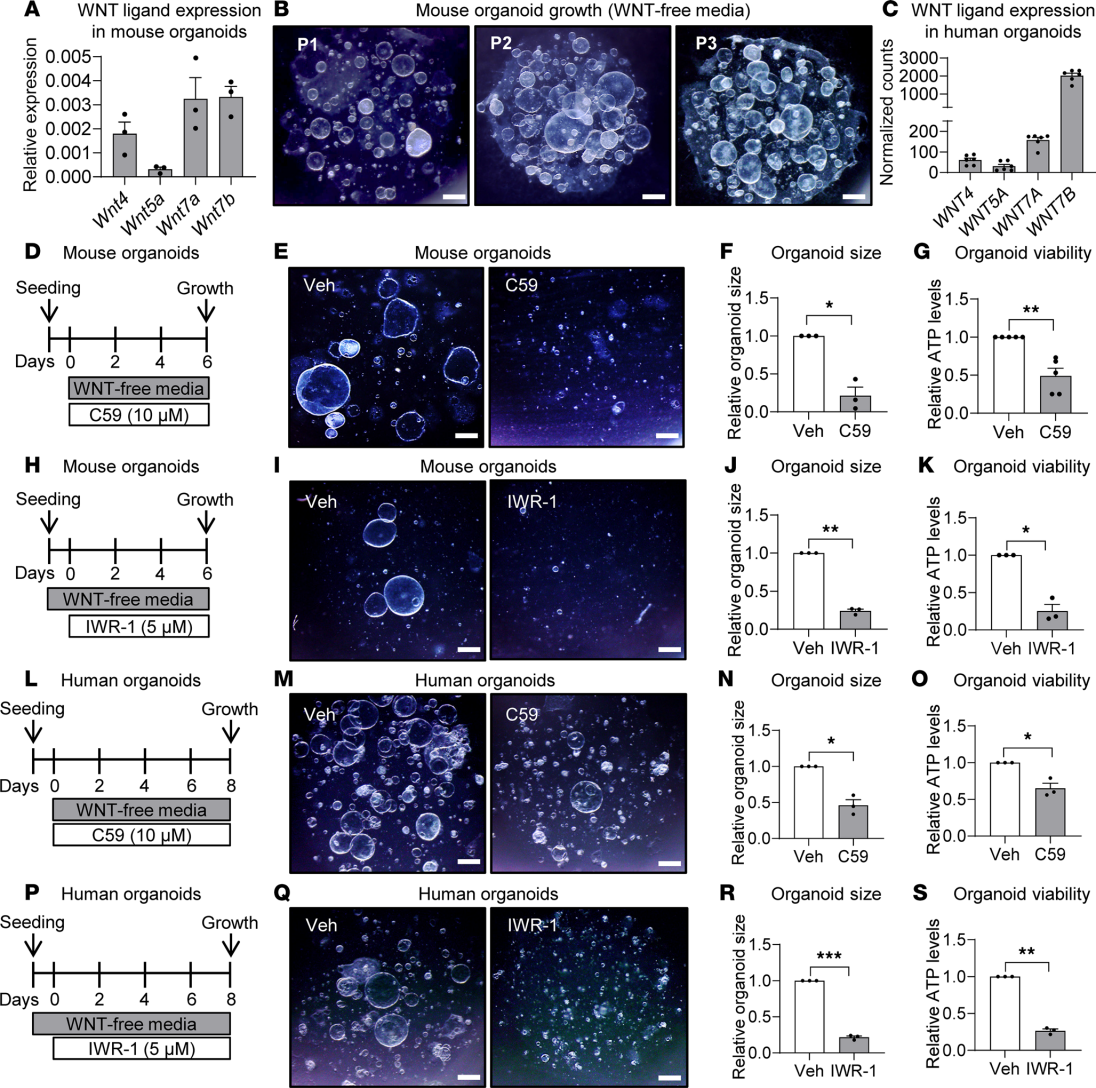
Endogenous WNT ligands promote organoid growth through activation of canonical WNT signaling. (**A**) qPCR from mouse EHBD organoids for the 4 most abundant WNT ligands of the EHBD. (**B**) Images from mouse organoid cultures 1, 2, and 3 passages after being grown in WNT-free media. (**C**) Bulk RNA-Seq analysis of human organoids for WNT ligands. (**D**) Timeline for C59 administration to inhibit WNT secretion by mouse organoids. (**E**–**G**) Mouse organoid images (**E**), size (**F**), and viability (**G**) measurements after treatment with 10 μM C59. (**H**) Timeline for IWR-1 administration to inhibit β-catenin in mouse organoids. (**I**–**K**) Mouse organoid images (**I**), size (**J**), and viability (**K**) following 5 μM IWR-1 treatment. (**L**) Timeline for C59 administration in human organoids. (**M**–**O**) Human organoid images (**M**), size (**N**), viability (**O**) after 10 μM C59 treatment. (**P**) Timeline for IWR-1 treatment in human organoids. (**Q**–**S**) Human organoid images (**Q**), size (**R**), and viability (**S**) following 5 μM IWR-1 treatment. Size and viability measurements are normalized to the vehicle controls. Scale bar: 500 μm. One-sample *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 3–5 biological replicates.

**Figure 7:**
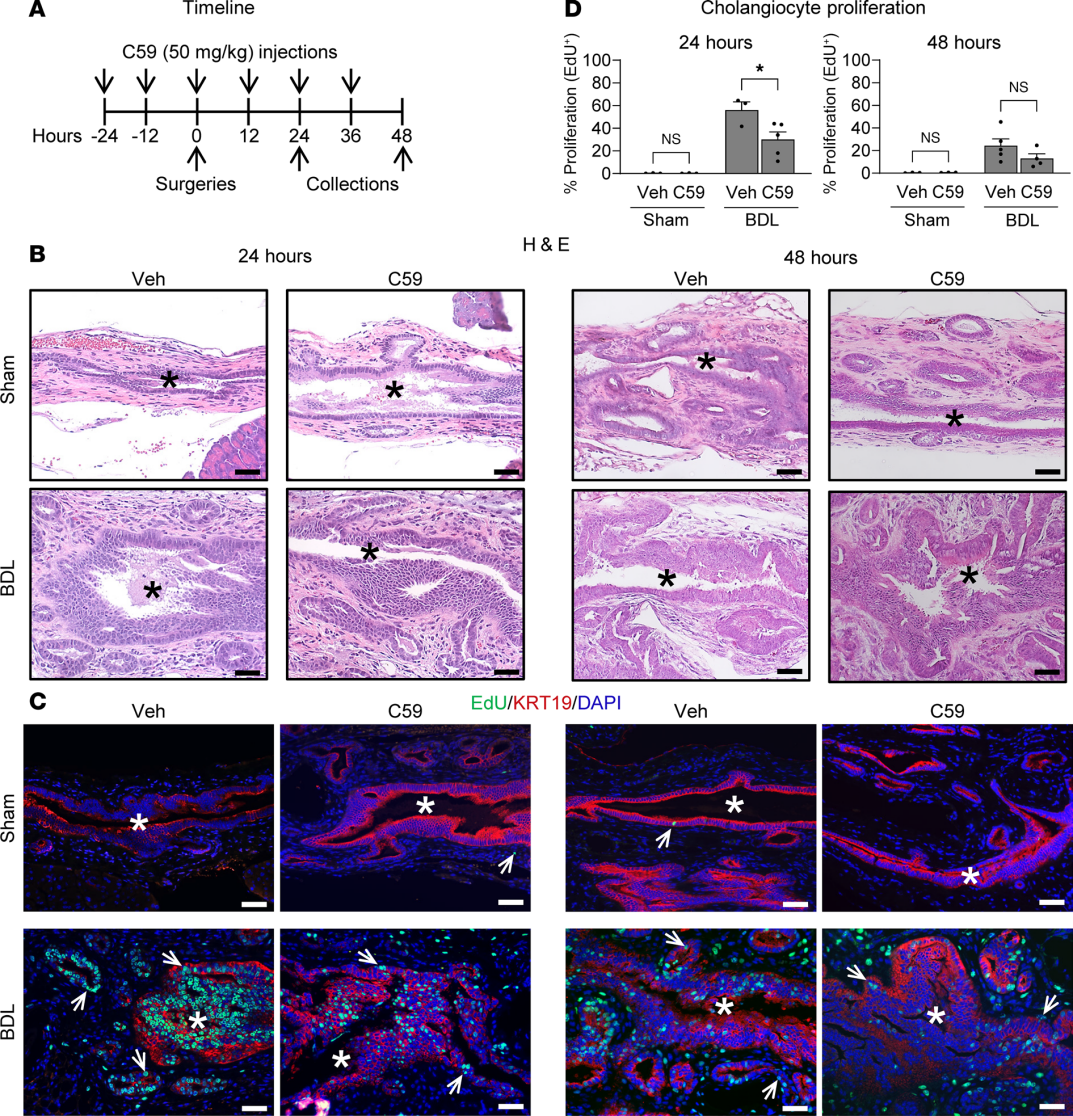
Inhibition of WNT ligand secretion leads to decreased cholangiocyte proliferation in the injured mouse EHBD. (**A**) Timeline of C59 administration during sham and BDL surgeries. (**B**) H&E staining of EHBDs of sham/BDL mice treated with either vehicle (Veh) or C59. (**C**) EdU (green), KRT19 (red), and DAPI (blue) immunofluorescence staining of Veh/C59-treated sham/BDL mice. (**D**) Morphometric analysis of cholangiocyte proliferation using EdU marker. Asterisks indicate lumen, and arrows indicate EdU^+^ cholangiocytes. Scale bar: 50 μm. Two-way ANOVA was used to compare sham and BDL samples with Bonferroni’s multiple-comparison test. *P < 0.05. *n* = 3–5 mice/group.

**Table 4:**
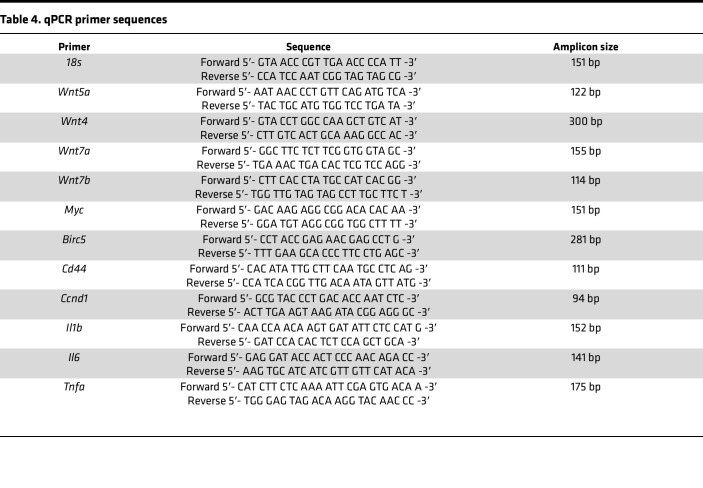
qPCR primer sequences

**Table 3:**
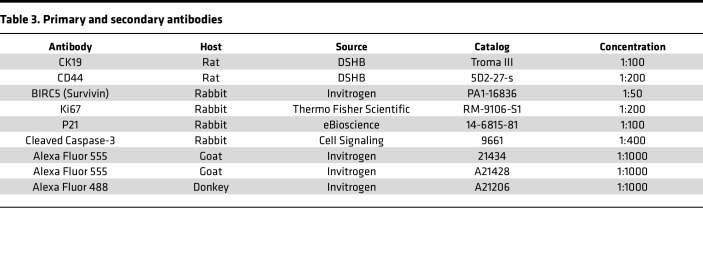
Primary and secondary antibodies

**Table 2:**
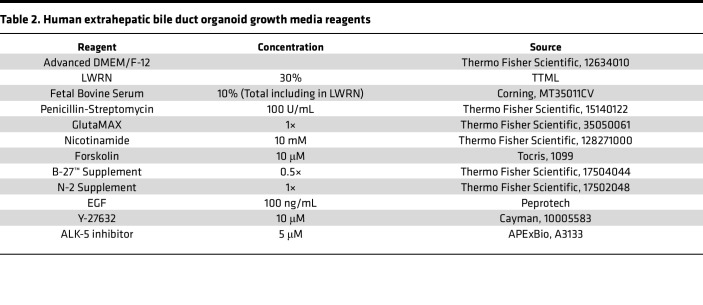
Human extrahepatic bile duct organoid growth media reagents

**Table 1:**
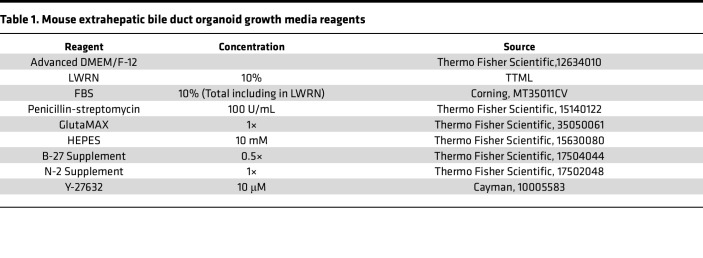
Mouse extrahepatic bile duct organoid growth media reagents

## Version 1 12/05/2024

In-Press Preview

## Version 2 01/23/2025

Electronic publication

# Supplementary material for: WNT signaling contributes to the extrahepatic bile duct proliferative response to obstruction in mice
**Source:** JCI Insight. 2024 Dec 5;10(2):e181857. doi: 10.1172/jci.insight.181857
**Supplement:** Supplemental data

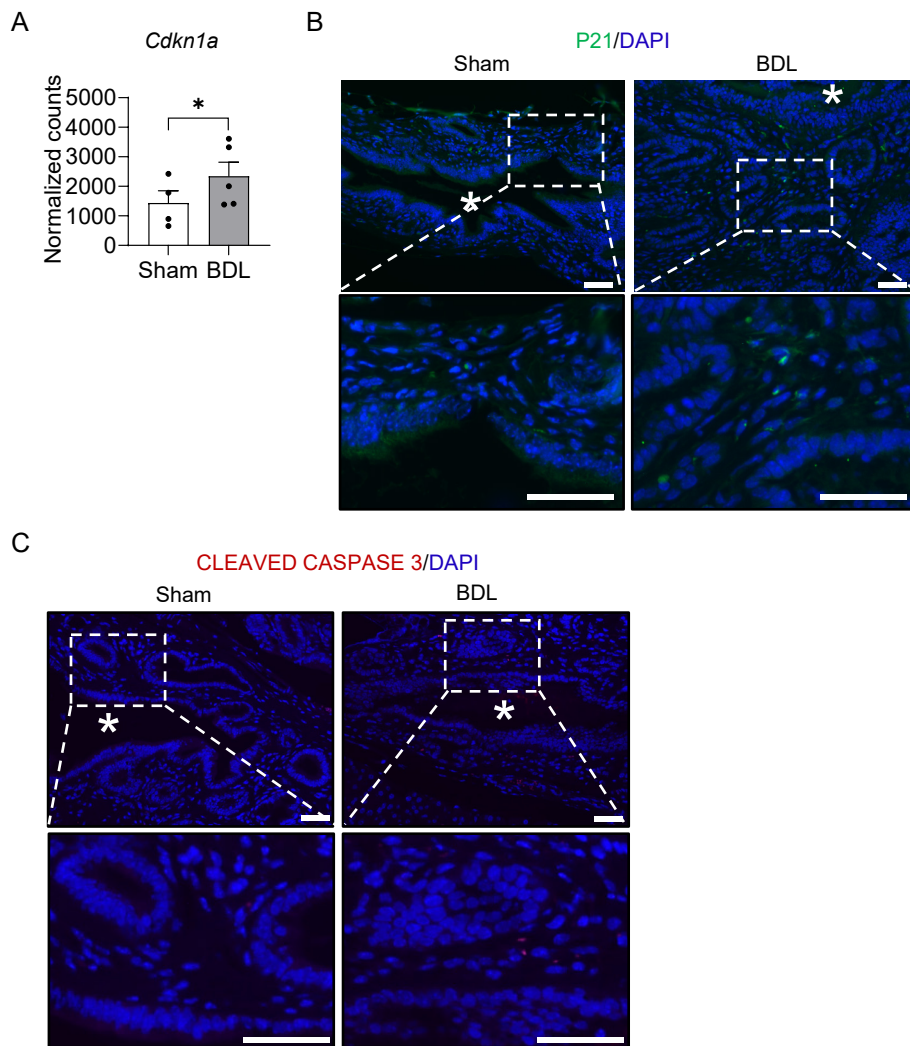

Supplemental Figure 1: Cell senescence and apoptosis at 24-hours post-injury. A) *Cdkn1a* (gene encoding P21) expression in sham/BDL mice from bulk RNA-seq dataset at 24-hours post-surgery. n=4-5 mice/group. **B)** P21 immunofluorescence localizes P21 primarily to the stromal cell compartment. **C)** An absence of apoptotic cells is shown by cleaved caspase 3 staining in the EHBD. Scale bar: 50 μ m. P-value: * <0.05 . Immunofluorescence: n=3-4 mice/group.

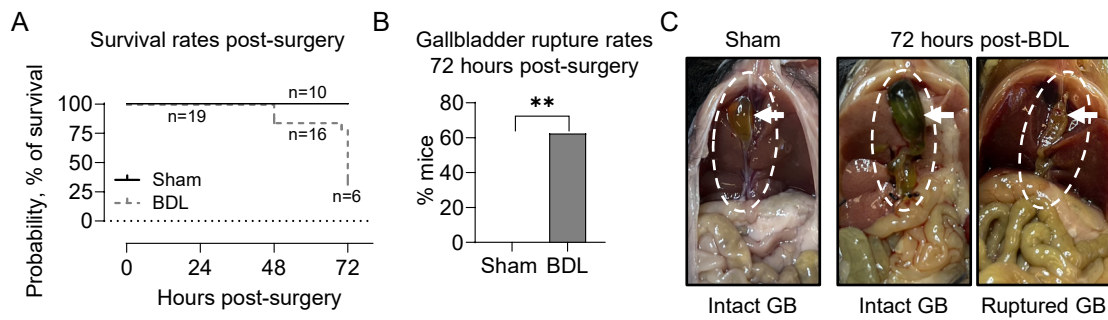

Supplemental Figure 2: Complete distal extrahepatic bile duct obstruction leads to high mortality rates within 72-hours post-surgery. A) Mortality rates in sham/BDL mouse cohorts by 72-hours. n=10-19 mice/group. **B)** Gallbladder status in mice that survived to the 72-hour timepoint. **C)** Images from mice 72 hours post-surgery with intact and ruptured gallbladders. Fisher's exact test was used to assess statistical significance. P-value: **<0.01.

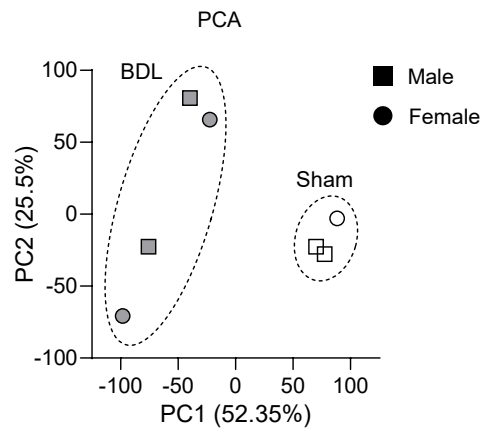

Supplemental Figure 3: Principal component analysis from bulk RNA-seq of the mouse EHBD 48 hours post-surgery. n=3-4 mice/group.

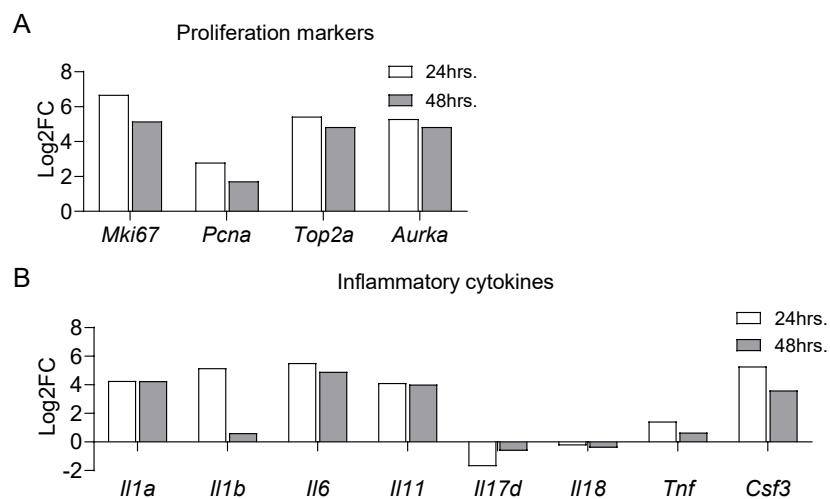

Supplemental Figure 4: Proliferation and inflammatory genes expression at 24- and 48-hours post-BDL.

Analysis of bulk RNA-seq datasets at 24- and 48- hours post-BDL for **A)** proliferation and **B)** inflammatory markers in mice. Log2FC of BDL to sham mice. n=3-5 mice/group.

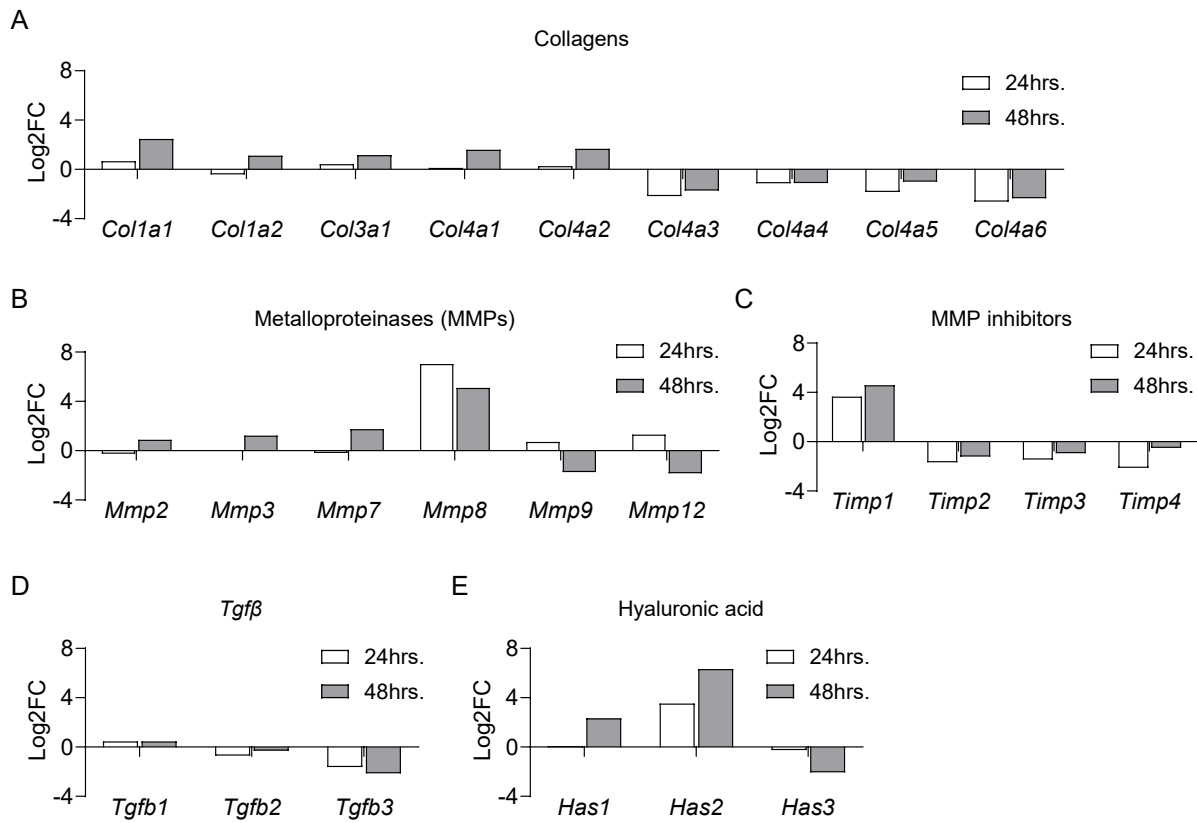

Supplemental Figure 5: Transcriptional changes in extracellular matrix related markers 24 and 48-hours after BDL. Bulk RNA-seq analysis of extracellular matrix related markers. **A)** collagens, **B)** metalloproteinases (MMPs), **C)** MMP inhibitors **D)** *Tgfβ* and **E)** Hyaluronic acid genes. Log2FC of BDL to sham mice. n=3-5 mice/group.

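At 24 hours, 2 of 20 collagen genes were higher after BDL, 6 were lower and 12 did not pass the test (2 higher and 6 lower when adjusted over the list alone; adjusted p = 0.274 from camera, and 0.874 with an estimated correlation). Part of this list and of those below was named in the paper from these libraries. The fibrillar collagens Col1a1, Col1a2 and Col3a1 and the basement membrane collagens Col4a1 and Col4a2 did not pass, with log2 fold changes from -0.34 to 0.75. The remaining collagen IV chains fell: Col4a3 with a log2 fold change of -2.12 (standard error 0.28, adjusted p = 0.000332), Col4a4 with -1.67, Col4a5 with -1.64 and Col4a6 with -2.54. Col12a1 (2.37) and Col18a1 (1.24) rose. Of 14 matrix metalloproteinases, 2 rose and 3 fell (2 higher and 3 lower when adjusted over the list alone; adjusted p = 0.928 from camera, and 0.989 with an estimated correlation). Mmp8, the neutrophil collagenase, rose from 9.28 ± 7.63 (SD, n = 4) to 1119 ± 977 normalized counts (SD, n = 5), with a log2 fold change of 6.96 (standard error 0.96, adjusted p = 0.000437). Mmp14 (0.56) also rose, and Mmp11 (-1.67) and Mmp15 (-0.56) fell. Mmp2, Mmp3, Mmp7, Mmp9 and Mmp12 did not pass, with log2 fold changes from -0.18 to 1.23. Of 10 genes of TIMPs, TGF-β and hyaluronan synthases, 2 rose and 5 fell (2 higher and 5 lower when adjusted over the list alone; adjusted p = 0.474 from camera, and 0.869 with an estimated correlation). Timp1, an inhibitor of metalloproteinases, rose from 189.6 ± 53.5 to 2404 ± 1146, with a log2 fold change of 3.71 (standard error 0.25, adjusted p = 1.19e-05), and the hyaluronan synthase Has2 rose with a log2 fold change of 3.58 (standard error 0.45, adjusted p = 0.000261). Timp2 (-1.74), Timp3 (-1.39), Timp4 (-1.92), Tgfb2 (-0.89) and Tgfb3 (-1.57) fell, and Tgfb1, Has1 and Has3 did not pass. When 1 library was left out, edgeR no longer called Tgfb2 without sham replicate 1 (0.0548) or 5 (0.0647) and Timp4 without sham replicate 2 (0.0556), 5 (0.100), BDL replicate 3 (0.0780) or 10 (0.0765), with adjusted p in parentheses. It called Col1a1 without BDL replicate 4 (0.0213), Mmp9 without BDL replicate 4 (0.0257) and Tgfb1 without BDL replicate 4 (0.0338). By over 1.5 times, leaving out 1 library moved the fold of Mmp8 (7.72 without sham replicate 1, 6.34 without BDL replicate 3), Mmp7 (0.71 without sham replicate 1, -0.82 without 5, 0.54 without BDL replicate 10) and Mmp12 (2.23 without sham replicate 1), in log2 fold changes.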

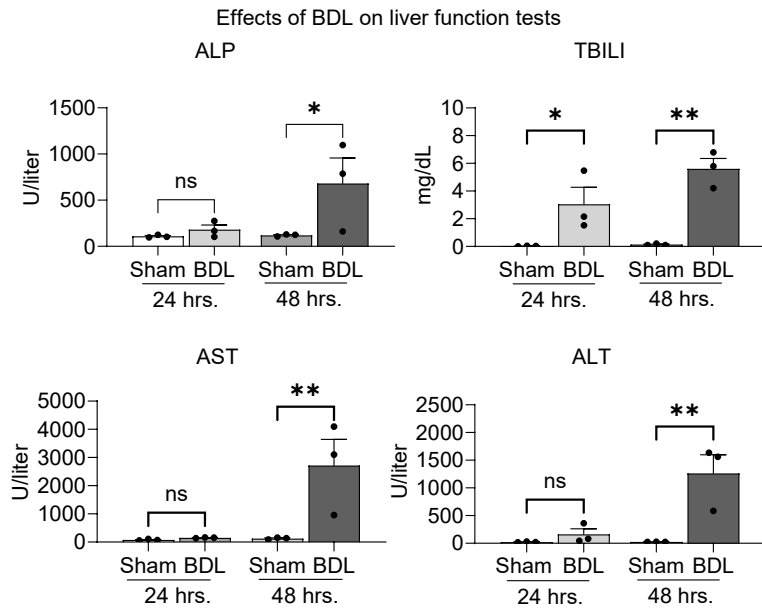

Supplemental Figure 6: Effects bile duct ligation on liver function tests following 24 and 48-hour sham/BDL surgeries. Analysis of serum levels following 24- or 48-hour sham/BDL surgeries. Statistical significance was assessed by a one-way ANOVA with Bonferroni's multiple comparison's test. P-value: * <0.05 , ** <0.01 , ns=not significant. n=3 mice/group.

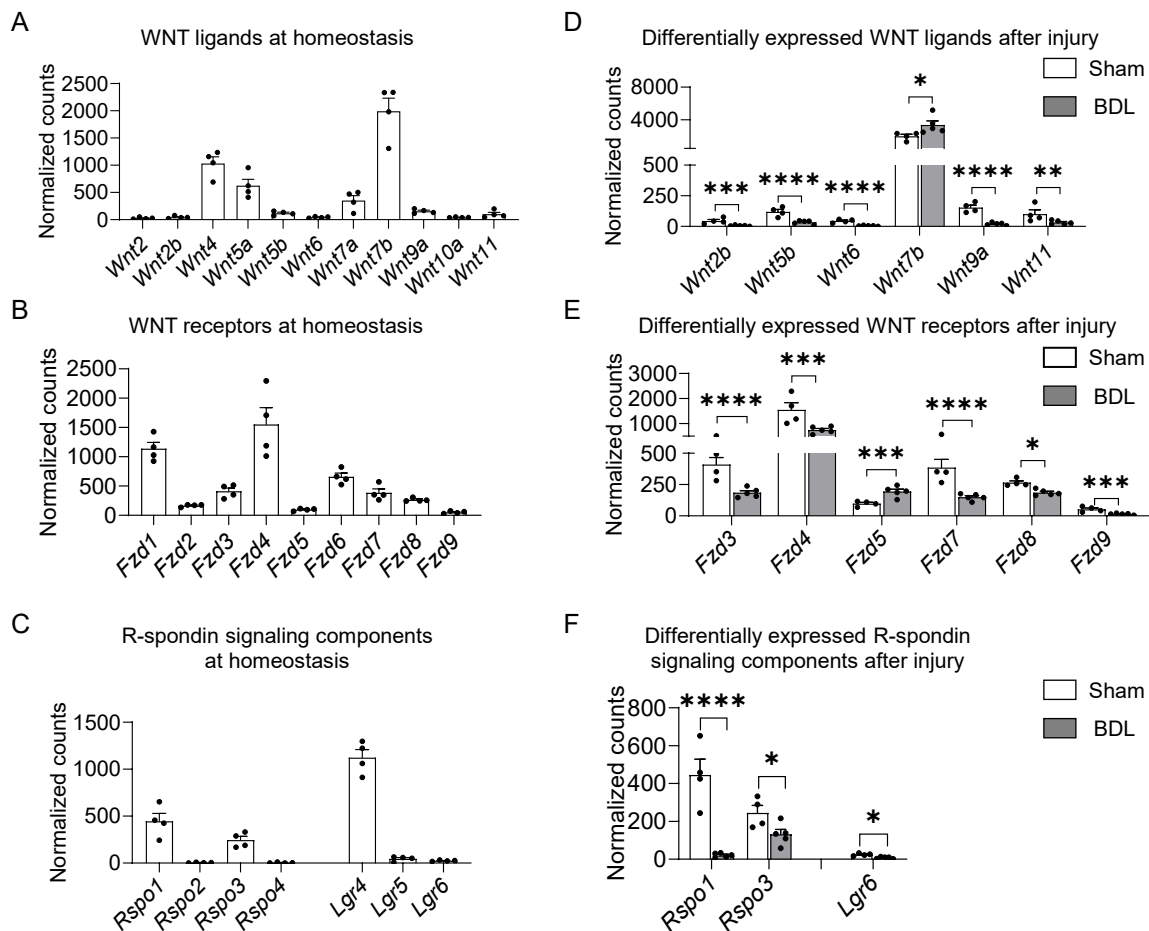

Supplemental Figure 7: WNT ligand and receptor expression in the mouse EHBD at homeostasis and 24-hours after injury. **A-C)** WNT ligands, receptors, and potentiators (R-spondin's) expression from bulk RNA-seq 24 hours post-sham. **D-F)** Expression of all differentially expressed WNT ligands, receptors, and R-spondin's in sham/BDL mice. Statistical significance of bulk RNA-seq was assessed using DESeq2. P-value: * <0.05 , ** <0.01 , *** <0.001 , **** <0.0001 . n=4-5 mice/group.

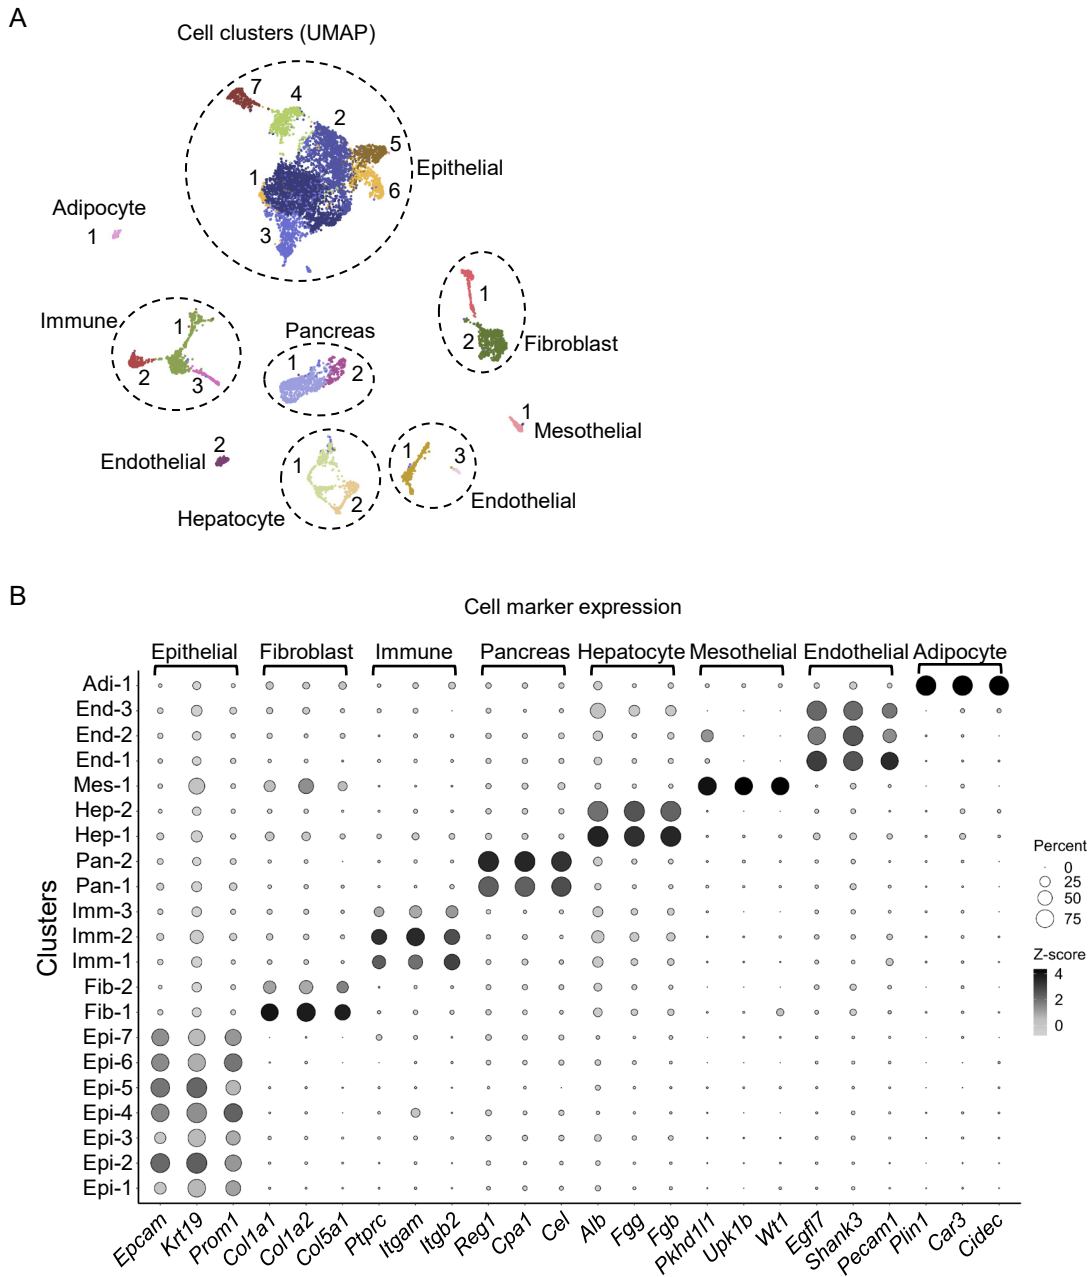

Supplemental Figure 8: Single-cell RNA-seq cell clusters and markers. A) UMAP showing 21 unique cell clusters as determined using Seurat. **B)** Marker genes (x-axis) used to define cell clusters; Seurat clusters (y-axis) relabeled dependent on predominant marker genes in that cluster. n=2 samples/treatment, n=5 mice/sample.

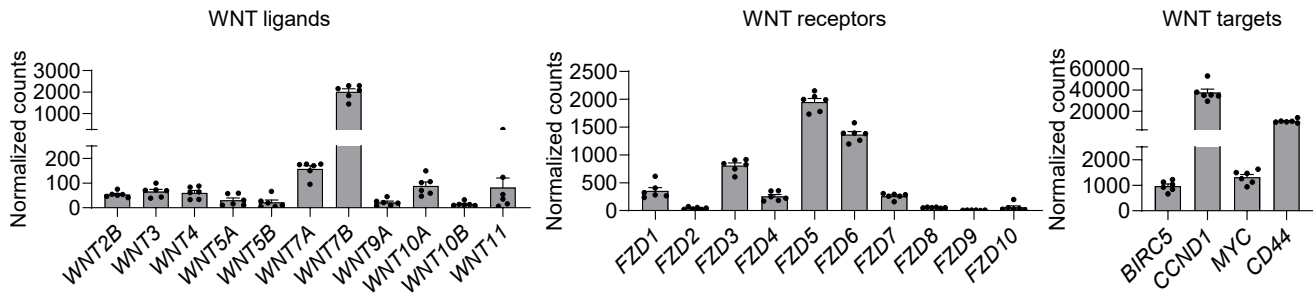

Supplemental Figure 9: Human EHBD cholangiocytes express WNT ligands and are WNT target cells. WNT ligand and receptor expression in human EHBD organoids based on the published bulk RNA-seq dataset (E-MTAB-7569). n=3-6 samples/group.

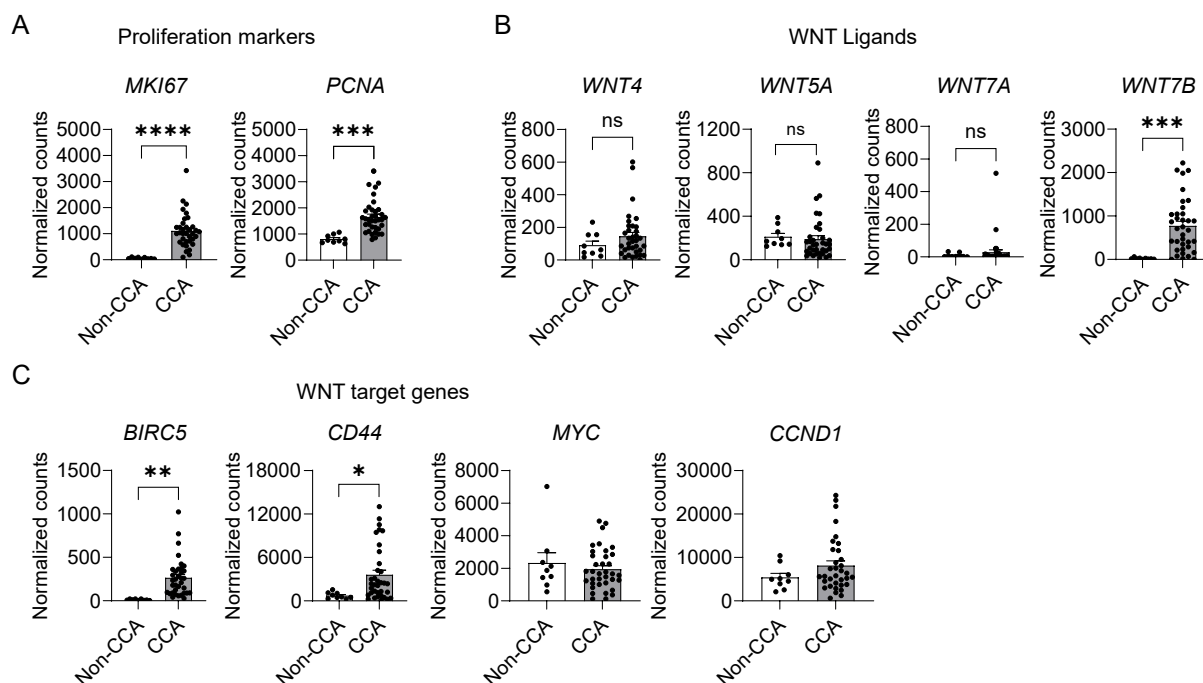

Supplemental Figure 10: Human CCA is associated with increased cellular proliferation and WNT signaling. **A)** Proliferation markers **B)** WNT ligands and **C)** WNT target gene expression in cholangiocarcinoma (CCA) samples analyzed from the TCGA database. Outliers +/- 3 SD from the mean were removed. Unpaired student's *t*-test. P-value: * <0.05 , ** <0.01 , *** <0.001 , **** <0.0001 . n=9-36 samples/group.

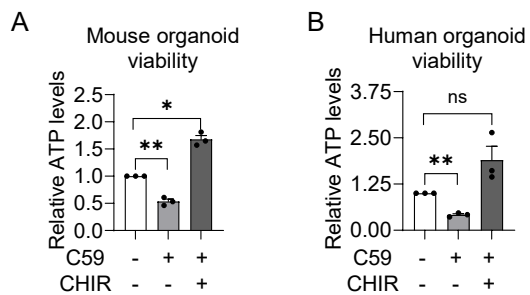

Supplemental Figure 11: Canonical WNT activation rescues organoid growth following inhibition of WNT ligand secretion. A) mouse organoids B) human organoids treated with C59 (10 μ M) to inhibit WNT ligand secretion, CHIR (5 μ M) to activate canonical WNT signaling, or both. One-sample *t*-test. P-value: * <0.05 , ** <0.01 , ns=not significant. n=3 biological replicates.

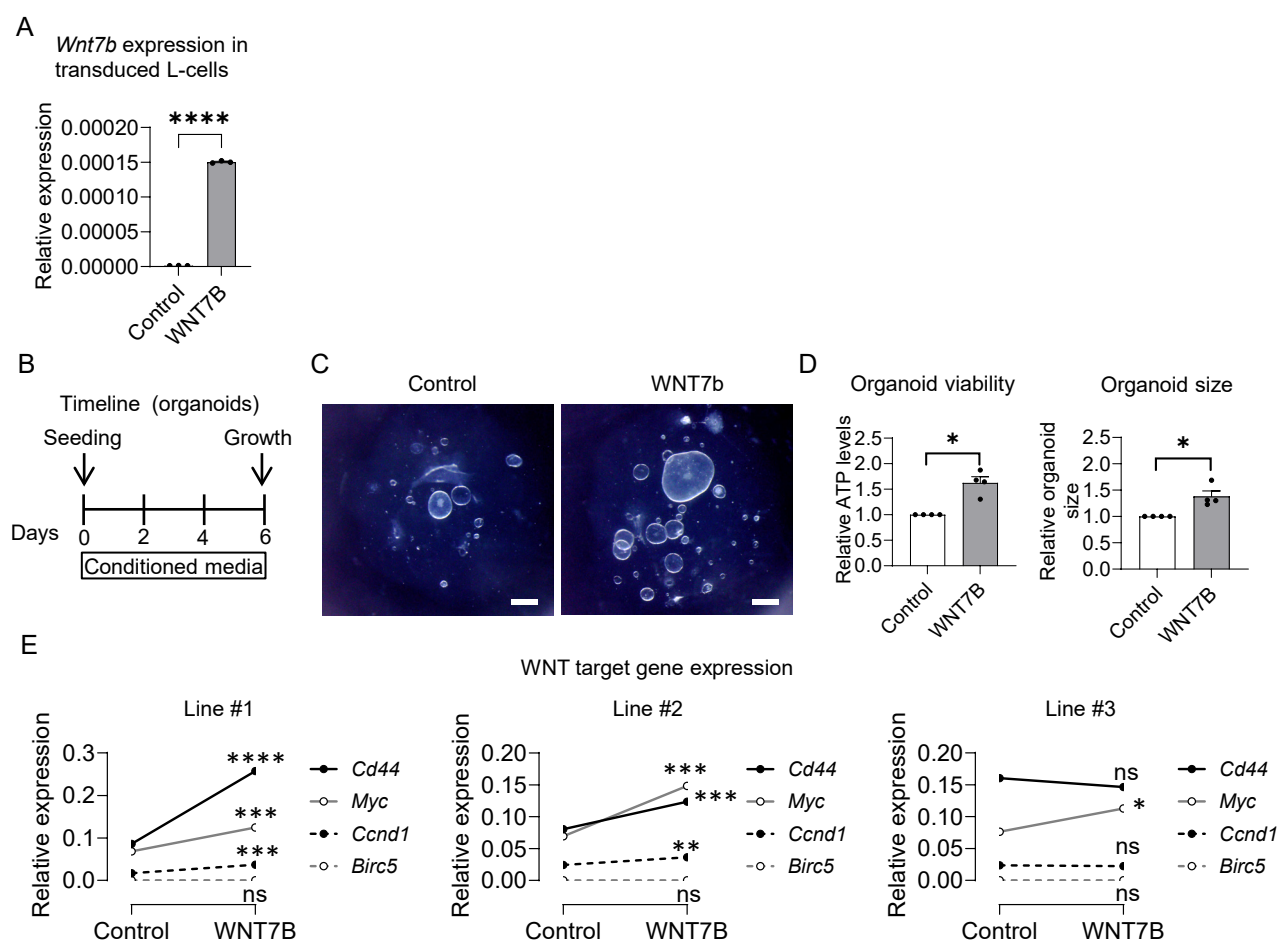

Supplemental Figure 12: WNT7B enhances organoid growth and WNT target gene expression in mouse EHBD organoids. **A)** *Wnt7b* expression from L-cells were transduced with a control (lacking *Wnt7b*) vector or a vector containing *Wnt7b*. n=3 technical replicates. **B)** Timeline of mouse organoid experiment for size and ATP measurements. **C)** Images of organoids treated with control media (conditioned media from L-cells without induced WNT7B) and WNT7B conditioned media. **D)** Organoid growth and size measurements in control and WNT7B treated organoids following 6 days of treatment. Outliers +/- 3 SD from the mean were removed. Scale bar: 500 μ m. One-sample *t*-test. P-value: * <0.05 . n=3 biological replicates. **E)** Relative gene expression levels in three different organoid lines following 24-hour treatment in WNT7B conditioned media. n=3 technical replicates. Unpaired student's *t*-test. P-value: * <0.05 , ** <0.01 , *** <0.001 , **** <0.0001 , ns=not significant.

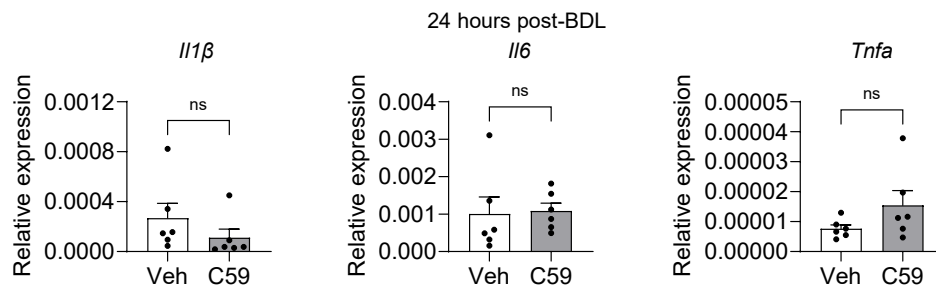

Supplemental Figure 13: WNT inhibition does not affect inflammatory genes at 24-hours post-BDL. C59 treated mice show similar expression levels of inflammatory markers at 24-hours post-BDL to vehicle controls. Student's *t*-test was used to assess statistical significance. ns=not significant. n=6 mice/group.

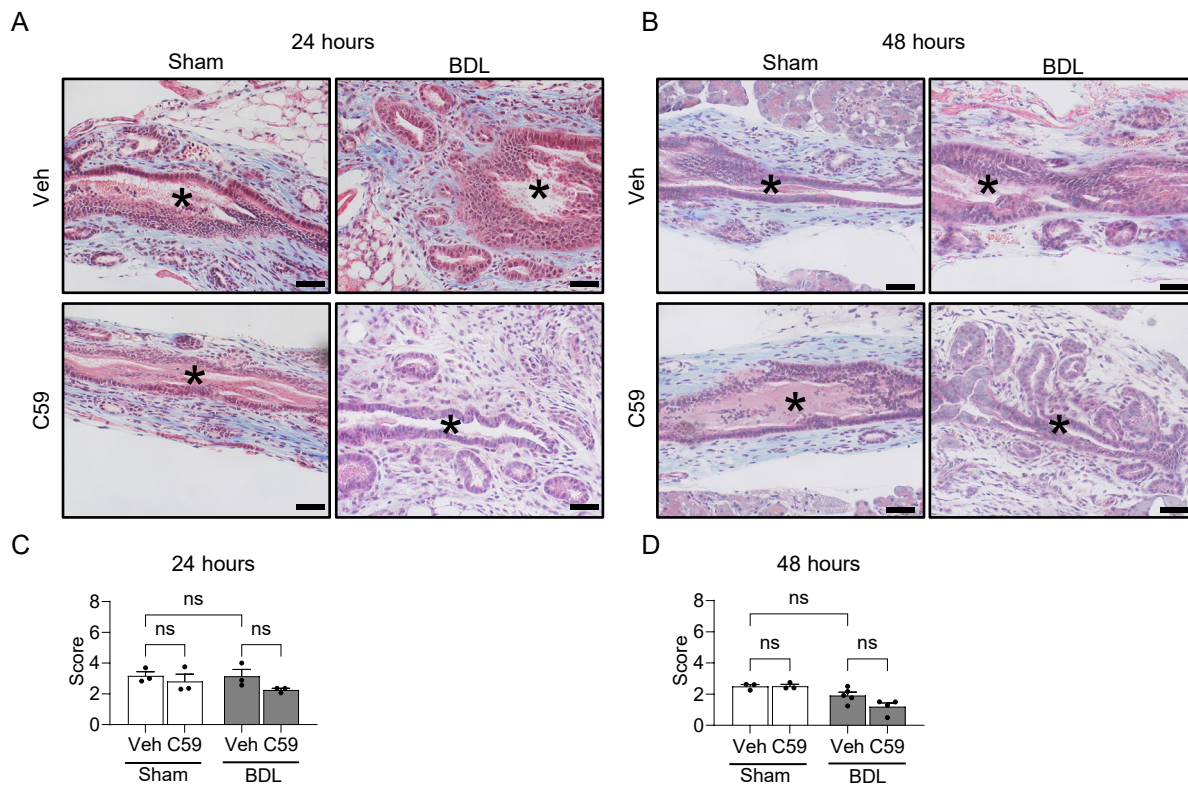

Supplemental Figure 14: WNT inhibition did not alter collagen expression in mouse EHBDs 24- and 48- hours post-surgery. Masson trichrome staining on EHBDs at **A)** 24-hours and **B)** 48-hours after sham/BDL surgeries. Grading of trichrome staining from **C)** 24- and **D)** 48-hours post-surgery. 2-way ANOVA with Bonferroni's multiple comparison's test was used for statistical analysis. ns=not significant. Scale bar: 50 μ m. n=3-5 mice/group.

Effects of WNT inhibition on liver function tests

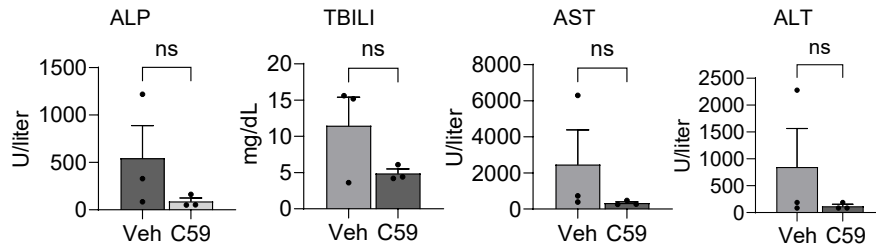

Supplemental Figure 15: C59 did not change liver function tests following 48-hour BDL. Serum levels of C59 and Veh treated 48-hour sham/BDL mice. Statistical significance was assessed by a student's t-test. P-value: ns=not significant. n=3 mice/group.

How the deposited data were processed for this re-analysis (not part of the article)

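Whole EHBDs from 4 sham mice and 5 mice with BDL, collected 24 hours after surgery, were measured by bulk RNA-Seq, with 1 library per mouse. The authors made libraries from 4 ng RNA with the SMART-Seq mRNA kit, sequenced them as 151 bp paired-end reads, counted them with Salmon against the Gencode transcriptome on GRCm39 and summarized to genes with tximeta. The values are estimated counts per gene, deposited by the authors as whole numbers with no normalization, and the transcript length offsets that tximeta can pass on were not analysed here. Surgery comes from the sample labels and sex from the deposited sheet, never from expression. Surgery groups held 24101163 to 27025227 counts per library in sham (median 26206569) and 23067967 to 29991945 in BDL (median 25677473).

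Values were computed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes with at least 10 counts summed over the libraries were fitted with edgeR's quasi-likelihood test, with TMM normalization and sex beside surgery, and adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05, and the number of differentially expressed genes also requires a fold above 2. Standard errors are the log2 fold change divided by the root of the F statistic. Levels are counts over DESeq2's size factors. The 42 gene lists were tested with limma's camera at an inter-gene correlation of 0.01 on log CPM with a prior count of 2. A correlation estimated from the data and fry were alternatives, and fry tests a list against no change where camera tests it against the other genes. With the estimated correlation no list passed, so the camera calls rest on the fixed correlation. Principal components used log2(normalized count + 1), and exact permutation tests were two-sided.

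Genes are named by a rule: those the paper names for this experiment, whose values in its figures had been seen, the 10 of largest fold each way with no overlap between groups and at least 100 normalized counts in the higher group, up to 4 of smallest p in each list with any member called the other way, and Mki67, Xist and Ddx3y as checks of labels. Some genes that the rule names are not reported here. Alternatives were DESeq2, RLE and upper-quartile scaling, 3 other filters on low counts, no sex term, other thresholds, other transformations and each library left out. Added after the data were seen were the form of the animal name in place of sex, the acinar level as a term, scaling to genes under 0.5% of the counts and only sham replicates 1 and 5.

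The tests were tried on simulated counts for BDL against sham over 20604 genes, with 50 genes changed at each fold. edgeR recovered 88% of genes at 4-fold higher, 42% at 2-fold higher, 28% at 0.5 and 80% at 0.25 of the level, and 1.65% of its calls were false. DESeq2 recovered 98%, 74%, 66% and 90%, with 23.0% of its calls false. Counts were drawn with dispersions that edgeR had estimated, and only 200 genes, taken from the more abundant ones, were changed. No shift of the acinar share between the groups was simulated. These rates therefore do not measure how either test behaves where as many genes change as between these groups. The other time points and assays of the paper were not analysed here.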

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

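The tests of Wnt7b below, and that of the feedback targets against stromal markers, were chosen only after the result was seen, as were the fits with the acinar level, the animal name form, the scaling to less abundant genes and sham replicates 1 and 5 alone. Without the sex term, sham against BDL gave 5396 genes past the thresholds, and 1 of 100 splits drawn, the real one, had as many. Chance is thus unlikely for the number of genes but not excluded, since the other splits mix the surgeries and hold their difference within groups. The highest of the other splits of the 9 libraries gave 3143. In that other split the 4 sham libraries stand together with 1 BDL library against the remaining BDL libraries, so it parts the surgeries but for 1 library. For the gene lists, camera called 19 between sham and BDL, 20 of 100 splits gave as many and the highest other gave 24, so chance is not excluded for the number of lists.

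Pancreatic acinar genes took a median of 34.3% of the counts in sham libraries, in genes that the paper's text does not discuss, and Pnlip fell from a mean of 1080322 normalized counts in sham to 9081 after BDL. If acinar RNA from pancreatic tissue collected with the sham ducts lay behind the genes that were lower after BDL, their levels would follow the acinar level within the sham group. The median slope of the 2922 lower genes on the acinar level was -0.0115 (quartiles -0.166 to 0.212), against 1.02 for the acinar list itself. This argues against acinar RNA as the source for the lower genes as a set. For part of them that source stays open, since 12.9% had a slope above 0.5, against 7.43% of the genes not called. The slopes rest on 4 sham libraries, and other cells collected with pancreas need not follow the acinar level, so such cells are not covered. With the acinar level as a term, 25.2% of the genes called with a fold above 2 were lower, against 56.4% in the main fit. That fit parts the acinar level from surgery only through its spread within the groups. With library sizes taken over the genes that stay under 0.5% of the counts, 3246 genes were lower, against 2922 in the main fit, so their number did not fall. Abundant genes took more of the sham counts, which by itself would lower other genes in sham, not after BDL. This count therefore cannot decide on a few abundant genes as the cause. Within the sham group, pancreatic and enteroendocrine markers followed the acinar level too, with a median slope of 0.72. Whether acinar genes fell in the duct wall or less pancreas was collected after BDL was not tested.

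Wnt7b was higher after BDL together with markers of the biliary epithelium. Its log2 ratio to the mean of these markers differed by -0.0905 between BDL and sham (exact permutation test, two-sided, p = 0.643), which leaves open that more epithelial RNA in BDL libraries may account for the rise. Under the other scalings its lowest log2 fold change was 0.64, above 0.4, which argues against the scaling between libraries as the whole cause, though its call ended with upper-quartile scaling (adjusted p = 0.0705) and with scaling to genes under 0.5% of the counts (0.0538; 0.00850 to 1 over the alternatives). Adding the acinar level as a term took the log2 fold change from 0.79 (standard error 0.26) to -0.02 (standard error 0.405). The call ended in that fit. The acinar level differs between the surgeries without overlap, so the fit parts it from surgery only through its spread within the groups. The slope of Wnt7b on the acinar level was -0.000713 within the sham group and -0.0935 within the BDL group. A rise of Wnt7b per epithelial cell after BDL was not tested.

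Of the 13 canonical WNT feedback targets, 6 were lower after BDL while Wnt7b was higher. The other 7 did not pass, with log2 fold changes from -0.98 for Apcdd1 to 0.38 for Tcf7. The median slope of the targets that fell on the acinar level within the sham group was -0.15 (upper quartile -0.0438), which argues against acinar RNA as their source. Other cells collected with pancreas need not follow the acinar level and are not covered. The log2 ratio of the targets to fibroblast, endothelial and smooth muscle markers differed by 0.24 between BDL and sham (exact permutation test, two-sided, p = 0.532), so that a lower share of stromal cells in BDL libraries may account for the fall. Of the 29 stromal markers, 28 had a log2 fold change under 0 and 16 of these passed, while the collagen genes Col1a1 (0.75, called without BDL replicate 4 at an adjusted p of 0.0213) and Col1a2 (-0.34) did not pass. A lower WNT response of the same cells after BDL stays open too and was not tested.

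Of 463 groups of 4 or 5 libraries examined for a value far from the rest (Dixon's ratio), 32 held one, and chance flags about 1 in 20 groups. The ranges of the other libraries of the group follow each value, in normalized counts. In BDL replicate 10, the value lay apart from the rest of the group for Col4a4 at 32.5 against 26.3 to 27.4. BDL replicate 3 stood apart from its group in Cftr at 1212 against 586 to 748, Chga at 344 against 28.2 to 116, Prss22 at 258 against 126.3 to 161, Reg3b at 56974 against 24.7 to 4742 and Sctr at 30.6 against 6.55 to 10.1. Apart from the other libraries of its surgery, BDL replicate 4 had Cyp51 at 9199 against 5937 to 6754, Krt19 at 105890 against 53083 to 64666, Krt8 at 106945 against 63514 to 75298, Wls at 4333 against 3962 to 4058, Wnt4 at 3304 against 1024 to 1550.1 and the score on PC2 at -74.2 against 9.47 to 34.7. Set off from its group, BDL replicate 6 had Apob at 558 against 18.8 to 99.2, Cps1 at 238 against 0 to 1.55 and Fabp2 at 82.9 against 17.2 to 32.1. For BDL replicate 8 the values apart from the group were Cyp2e1 at 2982 against 265 to 845, Gnat3 at 72.4 against 5.73 to 24.0 and Irf7 at 261 against 82.2 to 115. Sham replicate 1 lay apart with Fzd2 at 134 against 170.5 to 175, Gnat3 at 125.8 against 71.5 to 80.0, Lcn2 at 16728 against 489 to 1121, Mmp7 at 29276 against 2631 to 6674 and S100a8 at 200.3 against 27.5 to 53.0. Values of sham replicate 2 outside the rest were Chga at 6070.2 against 887 to 1602 and Sctr at 78.0 against 34.2 to 38.0. Apart in sham replicate 5 were Col18a1 at 2427 against 1305 to 1429 and Gas1 at 3484 against 1730.2 to 1925. Sham replicate 7 held Aqp1 at 8444 against 10242 to 10339, Cd4 at 41.5 against 88.9 to 96.7, Dcn at 34042 against 61446 to 65549, Fbln1 at 2573 against 5343 to 5784 and the score on PC2 at -97.2 against 21.7 to 30.1.

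Among genes that the paper's text does not discuss, cholesterol synthesis had a median log2 fold change of 2.34, ribosome biogenesis had a median log2 fold change of 1.56 and EGF family ligands one of 1.54.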

How the results depend on the processing

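Alternatives marked below as chosen after seeing the data are the only ones not set in advance. Under all of the rest apart from stricter thresholds, 186 of 241 named genes kept their direction and their side of 0.05 wherever they were tested. The calls that named genes lost and gained were 1 and 7 with DESeq2, 2 and 3 with RLE normalization, 5 and 5 with upper-quartile normalization, 3 and 6 with no filter on low counts, 0 and 4 with filterByExpr, 0 and 3 with at least 10 counts in every library and 6 and 4 without the sex term. Genes that a filter removed are not counted as lost: filterByExpr tested 233 of the 241, and at least 10 counts in every library 167. Under alternatives chosen after seeing the data, they were 6 and 3 with the animal name form. They were 4 and 3 with scaling to genes under 0.5% of the counts, and 30 and 1 with only sham replicates 1 and 5. The acinar level as a term ended more calls of named genes than any other alternative run, stricter thresholds included, and gained 1. It dropped 30 of the 52 calls among genes of the paper's figures, where only sham replicates 1 and 5 dropped 9. The filter of at least 10 counts in every library no longer tested 22 of these 52. Of the libraries, leaving out sham replicate 5 ended 23 calls, more than leaving out any other library. Upper-quartile scaling moved the median log2 fold change of all genes from -0.0328 to -0.178 and the share of lower genes among those called from 56.4% to 65.0%. Scaling to genes under 0.5% of the counts moved them to -0.147 and 63.1%, so changes under these scalings are relative to that shift. No paired analysis was run, since the replicate numbers run on across both surgery groups and do not pair mice. The paper's methods state that mice were matched by age and sex, with littermates as controls where possible. Such matching was not modeled here beyond sex. Unrounded counts were not run, since the deposited counts are whole numbers. The causes of the shifts below were not tested, except that stricter thresholds and filters call or test fewer genes by construction. Parentheses hold log2 fold changes for genes, adjusted p for lists, percents for rankings and otherwise counts.

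With DESeq2 in place of edgeR, the value moved for sex by surgery interaction (5) and the direction was the other way for Hba-a2 (-0.0370), Hbb-bs (-0.0347) and Xist (0.19). With RLE normalization, the direction was the other way for Hba-a2 (-0.0387), Hbb-bs (-0.0352) and monocyte and macrophage markers (1.000). With upper-quartile normalization, the direction was the other way for Fzd2 (-0.0591), Has1 (-0.0327), Hba-a2 (-0.14), Hbb-bs (-0.14), Mmp3 (-0.0770), monocyte and macrophage markers (0.911) and duodenal enterocyte markers (0.992) and the call was lost for Frizzled receptors (0.0508) and circadian clock genes (0.0570). With filterByExpr, the direction was the other way for Hba-a2 (-0.0442), Hbb-bs (-0.0404), functional cholangiocyte genes (0.878) and matrix metalloproteinases (0.784) and the call was lost for Frizzled receptors (0.0904), EGF family ligands (0.0805) and circadian clock genes (0.0610). With at least 10 counts in every library, the value moved for differentially expressed genes (3331), differentially expressed genes, higher (1393) and differentially expressed genes, lower (1938) and the direction was the other way for Hba-a2 (-0.0688), Hbb-bs (-0.0650) and Mmp3 (-0.00776). Without the sex term, the direction was the other way for Hba-a2 (-0.11), Hbb-bs (-0.0749), Mmp3 (-0.0702) and functional cholangiocyte genes (0.953), the call was lost for EGF family ligands (0.0519) and circadian clock genes (0.0895) and a call was gained for neuron and glia markers (0.0464). With no fold threshold, the value moved for differentially expressed genes (8810) and differentially expressed genes, higher (4565). With a test against a fold of 2, the value moved for differentially expressed genes (2375), differentially expressed genes, higher (1108) and differentially expressed genes, lower (1267). With an adjusted p under 0.01, the value moved for differentially expressed genes, lower (1903). With animal name form in place of sex (chosen after seeing the data), the direction was the other way for Fzd2 (-0.11), Hba-a2 (-0.0794), Hbb-bs (-0.0598), Mmp3 (-0.198) and Xist (0.13). With the acinar level as a term (chosen after seeing the data), the value moved for differentially expressed genes (1272), differentially expressed genes, higher (951) and differentially expressed genes, lower (321) and the direction was the other way for Amy2a4 (0.54), Col1a2 (0.94), Cps1 (-18.09), Hba-a2 (-0.94), Hbb-bs (-0.92), Ifit3 (0.21), Il18 (0.19), Irf7 (0.0247), Mmp2 (0.26), Reg3b (2.02), Wnt4 (-0.25), Wnt5a (0.11), Wnt7a (-0.84) and Wnt7b (-0.0172). With scaling to genes under 0.5% of the counts (chosen after seeing the data), the direction was the other way for Fzd2 (-0.0194), Hba-a2 (-0.102), Hbb-bs (-0.0983) and Mmp3 (-0.0417). With only sham replicates 1 and 5 (chosen after seeing the data), the direction was the other way for Hba-a2 (-0.22), Hbb-bs (-0.19) and Mmp3 (-0.29). With an estimated correlation, the value moved for gene list tests, lists higher (0) and gene list tests, lists lower (0) and the call was lost for cyclins and cyclin-dependent kinases (0.235), mitosis and chromosome segregation (0.522), DNA replication and nucleotide synthesis (0.522), ribosome biogenesis (0.522), Frizzled receptors (0.522), secreted WNT antagonists (0.522), canonical WNT feedback targets (0.522), biliary epithelial markers (0.586), Hedgehog pathway (0.541), EGF family ligands (0.522), inflammatory cytokines (0.522), neutrophil markers (0.522), lymphocyte markers (0.522), cholesterol synthesis (0.522), fibroblast markers (0.667), endothelial markers (0.541), pancreatic acinar markers (0.522), pancreatic and enteroendocrine markers (0.522), adipocyte markers (0.659) and circadian clock genes (0.522). With fry, which tests a list against no change and not against the other genes as camera does, the direction was the other way for functional cholangiocyte genes (0.115), monocyte and macrophage markers (0.823) and matrix metalloproteinases (0.886), the call was lost for fibroblast markers (0.0671) and adipocyte markers (0.0654) and a call was gained for WNT ligands (0.0135), R-spondins and LGR receptors (0.0100), chemokines (0.0250), neuron and glia markers (0.0123) and mucins and trefoil factors (0.00156). With division by transcript length, the value moved for ranking of R-spondins and LGR receptors in sham (44.7) and the direction was the other way for ranking of Frizzled receptors in sham (24.9). With ranking by p, the value moved for lists among the top 500 higher genes (4).

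When each library was left out in turn, log2 fold changes that took the other sign at least once ranged as follows: Col4a1 (-0.0366 to 0.34), Fzd2 (-0.16 to 0.32), Has1 (-0.18 to 0.67), Hba-a1 (-0.42 to 0.21), Hba-a2 (-0.41 to 0.25), Hbb-bs (-0.39 to 0.23), Mmp2 (-0.34 to 0.0394), Mmp3 (-0.21 to 0.49), Mmp7 (-0.82 to 0.71), Wnt10a (-0.79 to 0.0874) and Wnt9b (-0.603 to 1.29). The adjusted p of lists whose call or direction changed ranged as follows: Frizzled receptors (0.0238 to 0.0770), R-spondins and LGR receptors (0.0408 to 0.259), canonical WNT feedback targets (0.00301 to 0.0540), functional cholangiocyte genes (0.852 to 1.000), Hedgehog pathway (0.00858 to 0.0600), EGF family ligands (0.0415 to 0.0637), chemokines (0.0275 to 0.144), monocyte and macrophage markers (0.503 to 0.989), type I interferon response (0.00470 to 0.122), unfolded protein response (0.634 to 0.983), matrix metalloproteinases (0.627 to 0.993), fibroblast markers (0.00843 to 0.0600), smooth muscle markers (0.0406 to 0.201), neuron and glia markers (0.0197 to 0.0867), hepatocyte markers (0.0125 to 0.604), duodenal enterocyte markers (0.719 to 0.975), adipocyte markers (0.00705 to 0.0637), hemoglobins (0.261 to 0.984) and circadian clock genes (0.00858 to 0.0756). Other ranges were gene list tests, lists lower (6 to 12) and change in WNT ligand counts (950.3 to 1618).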

Differences from the paper's values

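The log2 fold change of Top2a is about 5.4 in Supplemental Figure 4A, read by eye, and 6.23 here (standard error 0.72). Of the alternatives set before the data were examined, it came within the error of the paper's value with upper-quartile normalization, without sham replicate 1, without sham replicate 2, without BDL replicate 8 and without BDL replicate 10, and did not with DESeq2 in place of edgeR, RLE normalization, no filter on low counts, filterByExpr, at least 10 counts in every library, without the sex term, test against a fold of 2, adjusted p under 0.01, without sham replicate 5, without sham replicate 7, without BDL replicate 3, without BDL replicate 4 and without BDL replicate 6. The log2 fold change of Col4a4 is about -1.1 in Supplemental Figure 5A, read by eye, and -1.67 here (standard error 0.28). None of the 18 alternatives set before the data were examined came within the error of the paper's value.

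Of 83 genes tested here that the paper shows in figures of this experiment, edgeR called 52, including Mki67, Ccna2, Pcna and Top2a, which the paper has as higher too. The paper states that Cdkn1a was upregulated, and here its adjusted p was 0.0853 from edgeR, with a log2 fold change of 0.97 in the stated direction. It was called with DESeq2 (0.0436), no filter on low counts (0.0257) and without BDL replicate 10 (0.0184). The paper names Tnf among the cytokines that increased, in a passage that also covers libraries of a later time point, not analysed here. In the 24-hour libraries it had a log2 fold change of 1.47 (2.56 without sham replicate 1, 0.75 without 5) and an adjusted p of 0.279 from edgeR, while Il1b and Il6 passed. No setting run called Tnf. The paper lists Rspo3 with Rspo1 as differentially expressed, and here Rspo1 passed and Rspo3 had an adjusted p of 0.0545 from edgeR. Rspo3 was called with DESeq2 (0.0193), RLE normalization (0.0441), upper-quartile normalization (0.0304), no filter on low counts (0.0302), filterByExpr (0.0386), at least 10 counts in every library (0.0319), without sham replicate 2 (0.0360) and without BDL replicate 10 (0.0311), and with alternatives chosen after seeing the values: animal name form in place of sex (0.0420, dropping 0 of the 52 genes of the paper's figures called here), scaling to genes under 0.5% of the counts (0.0421, dropping 1 of the 52 genes of the paper's figures called here) and only sham replicates 1 and 5 (0.0423, dropping 9 of the 52 genes of the paper's figures called here). Supplemental Figure 7 marks Fzd8 and Lgr6, and here their adjusted p from edgeR was 0.0505 and 0.0946. Fzd8 was called with DESeq2 (0.00840), RLE normalization (0.0345), upper-quartile normalization (0.0136), filterByExpr (0.0250), at least 10 counts in every library (0.0166), without the sex term (0.0348) and without BDL replicate 4 (0.0282), and with alternatives chosen after seeing the values: animal name form in place of sex (0.0474, dropping 0 of the 52 genes of the paper's figures called here) and scaling to genes under 0.5% of the counts (0.0166, dropping 1 of the 52 genes of the paper's figures called here). Lgr6 was called with DESeq2 (0.0470).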

Other observations

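Genes of cholesterol synthesis, which the transcription factor SREBP2 drives, were higher after BDL in EHBDs: 17 of 18 rose and 1 did not pass (17 higher and 0 lower when adjusted over the list alone; adjusted p = 5.04e-12 from camera, and 0.522 with an estimated correlation). With log2 fold changes in parentheses here and below, Cyp51 (3.39), Sqle (3.34) and Idi1 (3.48) rose. Growing cells make ribosomes, and of the genes of ribosome biogenesis 17 of 18 rose and 1 did not pass (17 higher and 0 lower when adjusted over the list alone; adjusted p = 5.56e-08 from camera, and 0.522 with an estimated correlation). Of these, Nop58 (2.31), Dkc1 (1.66), Nop56 (2.00) and Ncl (2.11) rose. Of the EGF family ligands, which drive epithelial growth, 5 of 6 rose and 1 fell (5 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0491 from camera, and 0.522 with an estimated correlation). Among them, Ereg (6.58), Areg (6.62) and Btc (1.31) rose and Egf (-5.26) fell. Among the sham libraries, Egf was at 98.4, 233, 432 and 673 normalized counts where pancreatic acinar genes took 16.9%, 30.9%, 37.6% and 40.3% of the counts. For lists, camera no longer called EGF family ligands without sham replicate 1 (0.0554), 5 (0.0637) or BDL replicate 4 (0.0539) (adjusted p). The fold moved by over 1.5 times, with 1 library left out, for Areg (7.79 without sham replicate 1, 6.01 without 5) and Ereg (9.79 without sham replicate 1), in log2 fold changes. 

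In the Hedgehog pathway, 7 of 14 fell and 7 did not pass (0 higher and 7 lower when adjusted over the list alone; adjusted p = 0.0225 from camera, and 0.541 with an estimated correlation). There Gas1 (-2.59), Ptch1 (-1.03), Boc (-1.49) and Hhip (-1.75) fell. YAP and TEAD target genes went both ways: 3 of 10 rose, 6 fell and 1 did not pass (3 higher and 6 lower when adjusted over the list alone; adjusted p = 0.607 from camera, and 0.874 with an estimated correlation). Here Ccn2 (1.41), Ccn1 (0.93) and Ankrd1 (2.15) rose and Lats2 (-0.61) fell. Of fibroblast markers, 5 of 10 fell and 5 did not pass (0 higher and 5 lower when adjusted over the list alone; adjusted p = 0.0225 from camera, and 0.667 with an estimated correlation). In this list Dcn (-3.34), Fbln1 (-2.75), Dpt (-2.76) and Pi16 (-1.94) fell. Of endothelial markers, 7 of 10 fell and 3 did not pass (0 higher and 7 lower when adjusted over the list alone; adjusted p = 0.00547 from camera, and 0.541 with an estimated correlation). Of the vessel genes Tek (-1.81), Vwf (-1.62), Tie1 (-1.33) and Cldn5 (-2.19) fell. Of smooth muscle markers, 4 of 9 fell and 5 did not pass (0 higher and 4 lower when adjusted over the list alone; adjusted p = 0.0817 from camera, and 0.768 with an estimated correlation). Of the contractile genes Synm (-1.55), Myh11 (-2.104), Lmod1 (-1.54) and Tagln (-1.22) fell. Of adipocyte markers, 8 of 10 fell and 2 did not pass (0 higher and 8 lower when adjusted over the list alone; adjusted p = 0.0225 from camera, and 0.659 with an estimated correlation). Of the fat cell genes Cfd (-3.10), Retn (-2.72), Adipoq (-3.34) and Plin1 (-2.596) fell. In fits of 8 libraries, edgeR no longer called Lmod1 without sham replicate 1 (0.0929), 2 (0.0741), 5 (0.308), BDL replicate 3 (0.103), 4 (0.0572), 6 (0.0532) or 8 (0.0573), Myh11 without sham replicate 5 (0.0883), Pi16 without sham replicate 5 (0.0819) and Tagln without sham replicate 1 (0.0850), 2 (0.102), 5 (0.210), BDL replicate 3 (0.117), 6 (0.0710) or 10 (0.0672), with adjusted p in parentheses. For lists, camera no longer called Hedgehog pathway without sham replicate 5 (0.0600), fibroblast markers without sham replicate 5 (0.0600) and adipocyte markers without sham replicate 5 (0.0637) (adjusted p). It called smooth muscle markers without sham replicate 7 (0.0406) or BDL replicate 8 (0.0415). By over 1.5 times, leaving out 1 library moved the fold of Lmod1 (-0.87 without sham replicate 5), in log2 fold changes. In other fits the call ended for Tagln without the sex term (0.0635), with adjusted p in parentheses.

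Lymphocyte markers were lower: 6 of 12 fell and 6 did not pass (0 higher and 6 lower when adjusted over the list alone; adjusted p = 0.00168 from camera, and 0.522 with an estimated correlation). Of the T and NK cell genes Cd3e (-3.05), Nkg7 (-2.73), Cd4 (-3.17) and Cd3g (-2.43) fell. Of monocyte and macrophage markers, 4 of 14 rose and 10 did not pass (3 higher and 0 lower when adjusted over the list alone; adjusted p = 0.970 from camera, and 0.989 with an estimated correlation). Here Ly6c2 (1.91), Cd68 (1.58), Fcgr1 (2.07) and Cd14 (1.19) rose. In the type I interferon response, 6 of 16 fell and 10 did not pass (0 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0616 from camera, and 0.768 with an estimated correlation). Its genes of smallest p were lower: Ifi44 (-2.56), Oasl2 (-1.17), Ifit3 (-2.03) and Irf7 (-1.05) fell. Among STAT3 and acute-phase genes, 2 of 11 rose, 1 fell and 8 did not pass (2 higher and 0 lower when adjusted over the list alone; adjusted p = 0.685 from camera, and 0.874 with an estimated correlation). Of these, Socs3 (1.97) and Saa3 (3.89) rose, Reg3b (-4.82) fell and Lcn2 (2.02) did not pass. Among the BDL libraries, Reg3b was at 24.7, 85.2, 3335, 4742 and 56974 normalized counts where the mean log2 level of pancreatic acinar genes was 5.17, 6.05, 9.54, 12.7 and 13.5, and its slope on this level within the sham group was 0.58. In the unfolded protein response, 1 of 12 rose, 3 fell and 8 did not pass (1 higher and 3 lower when adjusted over the list alone; adjusted p = 0.897 from camera, and 0.972 with an estimated correlation). There Pdia4 (0.59) rose and Dnajb9 (-0.88), Xbp1 (-0.95) and Herpud1 (-1.28) fell. With 1 library left out, edgeR no longer called Cd14 without sham replicate 2 (0.101), 5 (0.132), 7 (0.132), BDL replicate 3 (0.155), 6 (0.0579) or 8 (0.0551), Fcgr1 without sham replicate 2 (0.0565) or 5 (0.0606), Ifit3 without sham replicate 5 (0.0644), Irf7 without sham replicate 1 (0.0686), 5 (0.0732), BDL replicate 3 (0.0572) or 10 (0.0548), Pdia4 without sham replicate 5 (0.0616) and Reg3b without sham replicate 2 (0.0797), 5 (0.0666), 7 (0.0813), BDL replicate 4 (0.0574), 8 (0.0580) or 10 (0.0776), with adjusted p in parentheses. It called Lcn2 without sham replicate 1 (0.000139). For lists, camera called type I interferon response without BDL replicate 8 (0.00470) (adjusted p). Leaving out 1 library moved the fold by over 1.5 times for Ifit3 (-2.90 without BDL replicate 8), Lcn2 (3.56 without sham replicate 1, 1.31 without 5, 1.19 without 7, 2.73 without BDL replicate 3, 2.76 without 10), Reg3b (-5.43 without sham replicate 1, -3.89 without 7, -6.14 without BDL replicate 3, -4.23 without 6, -6.90 without 8) and Saa3 (4.68 without sham replicate 7), in log2 fold changes. By setting, the call ended for Cd14 with RLE normalization (0.0513), with upper-quartile normalization (0.0750) and without the sex term (0.0525), Pdia4 with upper-quartile normalization (0.0502) and Reg3b without the sex term (0.0930), with adjusted p in parentheses.

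Of neuron and glia markers, 1 of 12 rose, 5 fell and 6 did not pass (1 higher and 5 lower when adjusted over the list alone; adjusted p = 0.0527 from camera, and 0.522 with an estimated correlation). Of the nerve genes Tubb3 (2.05) rose and Elavl4 (-5.08) and Prph (-2.33) fell. Of hepatocyte markers, 1 of 12 rose, 2 fell and 9 did not pass (0 higher and 2 lower when adjusted over the list alone; adjusted p = 0.401 from camera, and 0.874 with an estimated correlation). Of the liver genes Apob (3.01) rose, Ttr (-1.42) and Cyp2e1 (-5.06) fell and Cps1 (2.81) did not pass, and without BDL replicate 6, which held most counts of Cps1, this gene had too few counts for the test. Of duodenal enterocyte markers, 1 of 6 rose, 2 fell and 3 did not pass (2 higher and 2 lower when adjusted over the list alone; adjusted p = 0.928 from camera, and 0.972 with an estimated correlation). Of the gut genes Fabp2 (3.84) rose, Slc5a1 (-1.66) and Mttp (-1.21) fell and Lct (at least 3.39-fold higher against a floor of 3 counts over the group at 0, 2.03-fold without sham replicate 1) did not pass. Of tuft cell markers, 1 of 9 rose, 1 fell and 7 did not pass (0 higher and 1 lower when adjusted over the list alone; adjusted p = 0.196 from camera, and 0.684 with an estimated correlation). Of the tuft cell genes Alox5ap (1.00) rose, Trpm5 (-1.44) fell and Gnat3 (-1.71) and Il25 (-3.03) did not pass. Mucins and trefoil factors, which glands secrete, went both ways: 1 of 8 rose, 4 fell and 3 did not pass (1 higher and 4 lower when adjusted over the list alone; adjusted p = 0.123 from camera, and 0.522 with an estimated correlation). Here Tff1 (7.27) rose and Spdef (-2.07), Tff2 (-3.26) and Agr2 (-2.31) fell. In the sham libraries Tff2 was at 7511, 13996, 17809.9 and 22071 normalized counts where pancreatic acinar genes took 16.9%, 30.9%, 37.6% and 40.3% of the counts. When 1 library was left out, edgeR no longer called Alox5ap without sham replicate 1 (0.0941), 2 (0.111), 5 (0.0824), 7 (0.0868), BDL replicate 3 (0.116), 6 (0.0906), 8 (0.0817) or 10 (0.0631) and Apob without sham replicate 2 (0.0922), 5 (0.118), 7 (0.0934), BDL replicate 3 (0.0901), 6 (0.129) or 10 (0.0579), with adjusted p in parentheses. It called Gnat3 without BDL replicate 4 (0.0498) or 8 (0.00373) and Lct without BDL replicate 8 (0.0291). For lists, camera called neuron and glia markers without sham replicate 1 (0.0338), BDL replicate 6 (0.0481), 8 (0.0415) or 10 (0.0197) and hepatocyte markers without BDL replicate 6 (0.0125) (adjusted p). The fold moved by over 1.5 times, with 1 library left out, for Apob (3.66 without sham replicate 1, 1.58 without BDL replicate 6), Cps1 (8.89 without sham replicate 1, 1.17 without 5, 1.38 without 7, 4.08 without BDL replicate 3, 3.89 without 10), Cyp2e1 (-5.69 without sham replicate 7, -5.79 without BDL replicate 8), Elavl4 (-6.22 without BDL replicate 8), Fabp2 (4.92 without sham replicate 1), Gnat3 (-2.39 without BDL replicate 8), Il25 (-4.35 without BDL replicate 10) and Tff1 (8.10 without sham replicate 1), in log2 fold changes. Under other settings the call ended for Alox5ap with RLE normalization (0.0520) and with upper-quartile normalization (0.0784) and Apob with upper-quartile normalization (0.0508), and a call was gained for Gnat3 with DESeq2 (0.0143), with upper-quartile normalization (0.0467), with no filter on low counts (0.0251), with filterByExpr (0.0472) and without the sex term (0.0449) and Lct without the sex term (0.0464), with adjusted p in parentheses.

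Hemoglobins, which would come from blood in the tissue, gave 0 of 4 past an adjusted p under 0.05 from edgeR, 0 at an unadjusted p under 0.05 and 0 with DESeq2 (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.892 from camera, and 0.972 with an estimated correlation), and Hbb-bt (-0.21), Hbb-bs (0.01), Hba-a1 (-0.01) and Hba-a2 (0.00) did not pass. Of circadian clock genes, 1 of 13 rose, 7 fell and 5 did not pass (2 higher and 7 lower when adjusted over the list alone; adjusted p = 0.0494 from camera, and 0.522 with an estimated correlation). Of the clock genes Cry1 (1.46) rose and Nr1d1 (-2.32), Cry2 (-1.53) and Hlf (-2.51) fell. For lists, camera no longer called circadian clock genes without sham replicate 2 (0.0655), 5 (0.0585), 7 (0.0711), BDL replicate 3 (0.0670), 4 (0.0625), 6 (0.0511) or 8 (0.0756) (adjusted p). This call also ended with upper-quartile normalization, with filterByExpr and without the sex term. 

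The sexes in the deposited sheet were set beside 2 sex-linked genes. Ddx3y, on the Y chromosome, had 0 counts in each of the 5 libraries labelled female and from 1026 to 1876 in the 4 labelled male. Xist, which the inactive X chromosome expresses, had 811, 466, 889 and 698 counts in 4 of the libraries labelled female and 36 in BDL replicate 8, the remaining one.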
